# Transcriptome Analysis of *Paraburkholderia phymatum* under Nitrogen Starvation and during Symbiosis with *Phaseolus Vulgaris*

**DOI:** 10.3390/genes8120389

**Published:** 2017-12-15

**Authors:** Martina Lardi, Yilei Liu, Gabriela Purtschert, Samanta Bolzan de Campos, Gabriella Pessi

**Keywords:** differential gene expression, rhizobia, infection, nitrogen fixation, nodulation, NifA, cytochrome, sigma factor, exopolysaccharides, motility

## Abstract

*Paraburkholderia phymatum* belongs to the β-subclass of proteobacteria. It has recently been shown to be able to nodulate and fix nitrogen in symbiosis with several mimosoid and papilionoid legumes. In contrast to the symbiosis of legumes with α-proteobacteria, very little is known about the molecular determinants underlying the successful establishment of this mutualistic relationship with β-proteobacteria. In this study, we performed an RNA-sequencing (RNA-seq) analysis of free-living *P. phymatum* growing under nitrogen-replete and -limited conditions, the latter partially mimicking the situation in nitrogen-deprived soils. Among the genes upregulated under nitrogen limitation, we found genes involved in exopolysaccharides production and in motility, two traits relevant for plant root infection. Next, RNA-seq data of *P. phymatum* grown under free-living conditions and from symbiotic root nodules of *Phaseolus vulgaris* (common bean) were generated and compared. Among the genes highly upregulated during symbiosis, we identified—besides the *nif* gene cluster—an operon encoding a potential cytochrome o ubiquinol oxidase (Bphy_3646-49). Bean root nodules induced by a *cyoB* mutant strain showed reduced nitrogenase and nitrogen fixation abilities, suggesting an important role of the cytochrome for respiration inside the nodule. The analysis of mutant strains for the RNA polymerase transcription factor RpoN (σ^54^) and its activator NifA indicated that—similar to the situation in α-rhizobia—*P. phymatum* RpoN and NifA are key regulators during symbiosis with *P. vulgaris*.

## 1. Introduction

Symbiotic nitrogen fixation (SNF) by rhizobia in root nodules of several legumes accounts for a fourth of the N_2_ fixed annually on Earth [1]. Legume-nodulating rhizobia are polyphyletic and include hundreds of species from 14 genera of two bacterial classes: α-proteobacteria (α-rhizobia) and β-proteobacteria (β-rhizobia). The fact that legumes could be nodulated also by β-rhizobia was discovered with the isolation of two *Burkholderia* strains (*Burkholderia tuberum* STM678^T^ and *Burkholderia phymatum* STM815^T^) from the root nodules of the South African legumes *Aspalathus carnosa* and *Cyclopia* spp. [2,3] as well as from *Mimosa* spp. [4,5], and with the isolation of *Cupriavidus taiwanensis* from the nodules of invasive *Mimosa* species in Taiwan [6]. Phylogenetic analyses based on symbiotic genes, such as the nitrogen fixation (*nif*) and nodulation (*nod*) genes, suggested that β-rhizobia have existed as legume symbionts for approximately 50 million years, and that they have evolved separately from α-rhizobia [7,8,9]. Although the South American and Asian β-rhizobia are associated with *Mimosa*, an increasing number of South African β-rhizobia that are associated with diverse papilionoid legumes have been described [3,10,11,12,13,14,15,16]. In addition, naturally occurring symbioses between the papilionoid legumes from the genera *Rhynchosia*, *Dipogon* and *Burkholderia* strains harboring South African-type *nod* genes have been reported [12,17,18]. Phylogenomics approaches led to the proposal to reclassify nodulating and nitrogen-fixing *Burkholderia* species into the new genus *Paraburkholderia* [19,20]. So far, 17 nodulating *Paraburkholderia* species have been described: *P. tuberum*, *P. phymatum* [21], *P. mimosarum* [22], *P. nodosa* [23], *P. sabiae* [24], *P. caribensis* [25], *P. diazotrophica* [26], *P. caballeronis* [27], *P. phenoliruptrix* [25], *P. sprentiae* [28], *P. rhynchosiae* [29], *P. dilworthii* [30], *P. aspalathi* [31], *P. kirstenboschensis* [32], *P. dipogonis* [33], *P. piptadeniae*, and *P. ribeironis* [34]. Currently, only one nodulating and nitrogen-fixing *Burkholderia* strain, *B. symbiotica*, is not a member of the *Paraburkholderia* genus, but instead belongs to the so called “*P. rhizoxinica* group” [35]. 

Nitrogen is the most often limiting nutrient for crop production worldwide, and the *Rhizobium*–legume symbiosis plays a significant role in improving the fertility and productivity of low-N soils. In unfertilized soils, free-living rhizobia developed mechanisms to facilitate N_2_ scavenging from alternative nitrogen sources [36]. The nitrogen regulatory (Ntr) response plays a key role and involves the action of signal transduction PII proteins and of the two-component regulatory system NtrBC [36]. The transcriptional regulator NtrC, together with the alternative σfactor σ^54^ (or RpoN), activates the transcription of genes involved in nitrogen assimilation, such as the glutamine synthetase (*glnA*) and the ammonium transporter (*amtB*). Certain bacteria, such as *Azotobacter*, *Klebsiella*, and *P. phymatum* have been shown to be able to convert atmospheric nitrogen (N_2_) into ammonia in free-living conditions [4,37]. Inside legumes root nodules, rhizobia activate N_2_ fixation and generate ammonia to meet the large needs of the plant. In α-rhizobia, the expression of the symbiotic nitrogen fixation genes (*nif*, coding for the nitrogenase polypeptides, and *fix*, encoding nitrogenase cofactors) is activated by a cascade of signals, which involves low oxygen-sensing regulators such as NifA [38] and FixLJ [39].

For the well-known α-rhizobial symbioses, the different steps leading to a functional root nodule have been characterized in detail [36,40], while for β-rhizobia, very little is known about the molecular mechanisms required to establish and support a symbiosis with their respective host plants. Previous comparative genomics analyses [41,42,43] indicated that, apart from the *nod*–*nif* symbiotic modules, very few genes were specifically shared by the phyletic distinct α- and β-rhizobia, suggesting mechanistic differences between α- and β-rhizobial symbioses. As an example, the *cbb*_3_-type cytochrome oxidase present in all α-rhizobia was not detected in any of the *Paraburkholderia* genomes [44]. Our model system consists of *P. phymatum* STM815^T^ as the rhizobial partner and the agriculturally important legume *Phaseolus vulgaris* (common bean) as the host legume. *P. phymatum* STM815^T^ was first shown to enter symbiosis with *Mimosa* spp. by Elliott and co-workers [4], and many strains have been subsequently isolated from *M. pudica* in both its native and invasive range [4,45,46], strongly suggesting that the original host of STM815^T^ was a *Mimosa* species native to South America [5]. *P. phymatum* STM815^T^ has since been shown to be highly promiscuous, capable of effectively nodulating several *Mimosa* spp. and many other related mimosoid genera [47,48], as well as some legumes in the papilionoid tribe *Phaseoleae* that are normally nodulated by South African *Paraburkholderia* [15,17].

The goal of this study was to gain a better understanding about the genetic basis underlying a β-rhizobial, nitrogen-fixing symbiosis. More specifically, we investigated *P. phymatum* gene expression profile (i) in cells underlying nitrogen starvation, a condition that partially resembles the one that free-living rhizobia encounter in nitrogen-deprived soils before infecting the roots, and (ii) during symbiosis with *P. vulgaris*. 

RNA-sequencing (RNA-seq) experiments showed that *P. phymatum* responded to nitrogen limitation by activating genes involved in the assimilation of nitrogen sources, as well as genes involved in exopolysaccharides (EPS) biosynthesis and motility. These two characteristics were shown in α-rhizobia to be important for the root infection process. The transcriptome of *P. phymatum* inside bean root nodules revealed that—apart from genes involved in nitrogen fixation—other genes potentially important for a symbiotic lifestyle were significantly upregulated in nodules. Mutant strain analyses *in planta* suggested that a cytochrome o ubiquinol oxidase gene cluster (Bphy_3646-49) is important for symbiosis with *P. vulgaris*. Moreover, we show here that two key regulators of nitrogenase expression in α-rhizobia [38], the alternative σ factor RpoN (or σ^54^) and its activator NifA, are equally important for β-rhizobial symbiosis. Additionally, RpoN controls the utilization of nitrate and urea as nitrogen sources, as well as EPS formation.

Finally, this study describes the characterization of three genes important for *P. phymatum – P. vulgaris* symbiosis and provides a rich source of information for the discovery of new functions potentially important for the establishment of the symbiotic interaction between β-rhizobia and papilionoid legumes.

## 2. Materials and Methods

### 2.1. Bacterial Strains, Media, and Cultivation

The bacterial strains, plasmids, and primers employed in this work are listed in Table S1. *Escherichia coli* was grown in Luria-Bertani medium (LB [49]; 10 g of tryptone, 5 g of yeast extract and 4 g NaCl per liter), whereas *P. phymatum* cells were cultivated under aerobic conditions in the modified LB medium without salt. The following antibiotic concentrations were used: chloramphenicol (20 µg/mL for *E. coli* and 80 µg/mL for *P. phymatum*), kanamycin (25 µg/mL for *E. coli* and 50 µg/mL for *P. phymatum*), and nalidixic acid 50 µg/mL for *P. phymatum*. The bacterial cultures for the transcriptomic studies were grown in defined buffered AB minimal medium [50] with 10 mM sodium citrate as the carbon source, supplemented with trace elements [51]. Nitrogen-replete conditions (N) were achieved with 30 mM ammonium chloride (NH_4_Cl), whereas 0.5 mM NH_4_Cl was used to obtain nitrogen-limited (S) conditions. The cultures of *P. phymatum* were grown in 250 mL Erlenmeyer flasks containing 100 mL of medium that were incubated at 30 °C with shaking at 180 rpm for approximately 24 h. The microoxic cultures in AB minimal medium were prepared and grown as previously described [52] in 50 mL of medium in 500 mL rubber-stoppered serum bottles containing 0.5% oxygen (PanGas, Zurich, Switzerland) and 99.5% nitrogen (PanGas, Zurich, Switzerland). The bottles were shaken at 80 rpm; every 9–15 h, the gas phase was exchanged. 

The growth of all *P. phymatum* strains (wild type (wt), *rpoN* mutant, and *rpoN* complemented) was tested with three different nitrogen substrates: ammonium (30 mM), nitrate (30 mM), and urea (15 mM). For each tested strain, the growth of at least two independent cultures was measured.

### 2.2. Plant Growth Conditions and Inoculation

Common bean seedlings (*Phaseolus vulgaris*, cv. Negro jamapa, kindly provided by Professor Eulogio Bedmar, Granada, Spain) were surface-sterilized as previously described [53]. The seeds were deposited on 0.8% agar plates and incubated in the dark at 30 °C. After two days, the germinated seedlings were planted into autoclaved yoghurt jars containing vermiculite (VTT-Group, Muttenz, Switzerland) and 170 mL diluted Jensen medium [54]. The cells were washed twice in AB minimal medium without nitrogen, and 1 mL of the desired bacterial strains (10^5^ bacterial cells) was directly inoculated on the germinated seedling. The plants were grown in the following conditions: the temperature was kept at 22 °C at night and 25 °C during the day; light was supplied for approximately 16 h; humidity was 60%. The root nodules were harvested 21 days post infection (dpi) for analysis.

### 2.3. Determination of Symbiotic Properties

Several symbiotic properties (nodule number, nodule dry weight, nitrogenase activity, and N content) were determined as described previously [55,56,57]. Bean plants inoculated with *P. phymatum* were harvested 21 days post infection (dpi), and the number of nodules on each root was counted. The nodules were dried at 65 °C overnight. The nitrogenase activity was determined by an acetylene reduction assay (ARA). In detail, 1 mL of acetylene (PanGas, Zurich, Switzerland) was injected in a 50 mL tube (Infochroma AG, Zug, Switzerland) containing the root of interest. After co-incubation with the root, 25 µL of the gas from the tube was injected into a gas chromatograph (Agilent, Santa Clara, CA, USA) to analyze the nitrogenase activity, which is represented by the percentage of the ethylene over the acetylene peak [56]. The results were normalized by the dry weight of all the nodules on the plants and the incubation time. At least two independent experiments with five plants per strain were performed. The N content of the shoot was calculated as described before, using the Dumas method (combustion) [57]. Approximately 600 µL of flash-frozen nodules (corresponding roughly to 40 nodules) infected by *P. phymatum* wild type were used for a transcriptome experiment. 

### 2.4. RNA-Sequencing and Data Processing

Total RNA from *P. phymatum* cells grown under free-living nitrogen-replete, nitrogen-limited, or microoxic conditions (see Section 2.1) to the end of the exponential growth phase (optical density at 600 nm of 0.7, 0.4, or 0.5, respectively), and from 600 µL of flash-frozen root nodules was extracted using a modified hot acid phenol protocol [58]. The nodule samples were subjected to an additional acid phenol treatment. Three independent biological replicates were performed per sample. The verification of the complete removal of genomic DNA and a quality check of the RNA were performed as previously described [59]. After DNase treatment, the nodule sample was processed with the Ribo-zero^TM^ Plant-Seed/Root kit (Epicentre, Madison, WI, USA) to remove plant ribosomal RNA (rRNA). After RNA quantification, 100–350 ng were used for cDNA synthesis. Library preparations and purifications were performed using the Encore Complete Prokaryotic RNA-Seq DR Muliplex System (NuGEN, San Carlos, CA, USA), which uses a novel Insert-Dependent Adaptor Cleavage (InDAC) technology for the removal of bacterial rRNA transcripts. Before sequencing, the cDNA libraries were quantified by capillary electrophoresis using the Agilent D1000 Screen Tape System (Agilent, Santa Clara, CA, USA). Illumina single-end sequencing was performed using the HiSeq2500 instrument. Sequence reads were processed and mapped to the *P. phymatum* STM815^T^ genome [48] using CLC Genomics Workbench v7.0 (QIAGEN CLC bio, Aarhus, Denmark), allowing up to two mismatches per read. The unique mapped reads were statistically analyzed for differential expression using the DESeq R-package v1.26 [60]. For DESeq analysis, the top 200 and 500 significantly regulated genes (ranked by ascending *p*-value) were taken into account for nitrogen-limited versus nitrogen-replete (a small regulon was expected), and for symbiotic versus free-living conditions (substantial changes in the expression were expected), respectively. The functional classification of the differentially expressed genes was performed using eggNOG v3.0 [61]. The RNA-seq raw data files are accessible through the GEO Series accession number GSE107381.

### 2.5. Quantitative Reverse Transcription PCR (qRT-PCR) Analysis

The differential expression of *P. phymatum* genes, namely, Bphy_0257 (*amtB*), Bphy_0326 (*rpoN*), Bphy_1479 (*ntrC*), Bphy_1481 (*glnA*), Bphy_3648 (*cyoB*), Bphy_7728 (*nifA*), and Bphy_7753 (*nifH*) was assessed as previously described [59] by quantitative reverse transcription-PCR (qRT-PCR) using the Brilliant III Ultra-Fast SYBR green QPCR master mix (Agilent, Santa Clara, CA, USA) and a Mx3000P instrument (Agilent). Samples of cDNAs were produced as previously described [52]. Three different dilutions (15, 7.5 and 3.75 ng) of each cDNA were used as qRT-PCR templates, and each reaction was done in triplicates. The ΔΔCT method was used to calculate the fold changes in expression [62] using the sigma factor *rpoD* (Bphy_3690) as a housekeeping gene for normalization. For all the primers pairs, an annealing temperature between 55–58 °C was used.

### 2.6. Construction of Paraburkholderia phymatum STM815^T^ Mutant Strains

The genomic DNA (gDNA) of *P. phymatum* was isolated using the DNeasy Blood & Tissue kit (Qiagen, Hilden, Germany), whereas the plasmid DNA from *E. coli* strains was extracted with the QIAprep Spin Miniprep kit (Qiagen). To generate mutant strains, a 300–500 bp-long internal fragment of the genes of interest (*nifA*, *cyoB* and *rpoN*) was amplified with Phusion High-Fidelity DNA polymerase (ThermoFischer, Waltham, MA, USA), using the primers listed in Table S1 (Bphy_x_IM_F and R, where “x” is the gene name). The PCR products of *nifA* and *rpoN* were cloned into pGEM-T Easy (Promega, Madison, WI, USA) and then subcloned into pSHAFT2 as *EcoR*I or *Not*I fragments for *nifA* and *rpoN*. For *cyoB*, the PCR product was digested and directly cloned into the digested pSHAFT2 as *EcoR*I fragment. The resulting plasmids pSHAFT-nifA, pSHAFT-cyoB, and pSHAFT-rpoN were then mobilized into wild-type *P. phymatum* by triparental mating using *E. coli* pRK2013 as a helper strain, generating *P. phymatum nifA* mutant (*nifA* mt, STM815-nifA_Pp_), *cyoB* mutant (*cyoB* mt, STM815-cyoB_Pp_), and *rpoN* mutant (*rpoN* mt, STM815-rpoN_Pp_). The correct genomic integration was verified by PCR using the external oligonucleotides Bphy_nifA_check_F, Bphy_cyoB_check_R, or Bphy_rpoN_check_R in combination with pSHAFTseqFor (Table S1). To construct a *cyoAB* deletional mutant strain, one 452 bp-long fragment (fragment 1), flanking upstream of the gene *cyoA* (Bphy_3649), and one 448 bp-long fragment (fragment 2), flanking downstream of *cyoB* (Bphy_3648), were chosen as recombination sites for deletion mutation. Fragment 1 was amplified with the primers Bphy3649up_XhoI and Bphy3649up_XbaI and fragment 2 was amplified with the primers Bphy3648down_XbaI and Bphy3648down_NotI, using the gDNA of *P. phymatum* as a template. Both fragments were digested with *Xba*I and ligated together. The ligated DNA was amplified by PCR using Bphy3649up_XhoI and Bphy3648down_NotI, then digested by *Xho*I and *Not*I, and subcloned into pSHAFT2. A kanamycin cassette was cut out from pKD4 plasmid using *Xba*I and inserted between the two fragments in pSHAFT2 vector. The resulting plasmid was mobilized into a *P. phymatum* strain, spontaneously resistant to nalidixic acid (NAL, STM815_Nal_), that we generated through spontaneous mutation. In details, 10^8^ *P. phymatum* wild-type cells were plated onto a Tryptone Yeast (TY) agar plate [63] containing nalidixic acid 100 µg/mL, and the survived clones were subsequently purified onto a TY plate containing nalidixic acid 50 µg/mL. The *cyoAB* deletion mutant (Δ*cyoAB*, STM815_Nal_ Δc*yoAB*) was confirmed by PCR using the primers KM_F (annealing to the kanamycin resistance cassette) and Bphy3648_out (annealing to the neighboring gene Bphy_3647). 

To complement the *rpoN* mutant strain, the complete Bphy_0326 open reading frame (ORF) was amplified using the Phusion High-Fidelity DNA polymerase (ThermoFischer), by using the oligonucleotides Bphy_rpoN_c_F/R. The PCR product was digested with *Bam*HI and *Xba*I and cloned into the corresponding sites of pBBR1MSC-2. The complementing plasmid was mobilized into the corresponding *P. phymatum* mutant strain by triparental mating, resulting in the *P. phymatum rpoN* complemented strain (*rpoN* comp). For all the primers pairs, an annealing temperature between 55–58 °C was employed.

### 2.7. Exopolysaccharides Production

Exopolysaccharides production was tested on modified YEM medium plates (1% mannitol, 0.06% yeast extract) as previously described [57,64]. The plates were incubated for 4 days at 30 °C.

### 2.8. Statistical Analysis

The symbiotic properties (nodule number per plant, dry weight per nodule, relative nitrogenase activity, and N content) were analyzed statistically with ANOVA and Tukey’s tests, using the Prism 7 software (version 7.0; La Jolla, CA, USA). For categories distribution, the percentages of upregulated or downregulated genes in each category were calculated by dividing the number of up- and downregulated genes in each category by the total number of genes grouped in the corresponding category. Fischer tests were carried out (online calculator of GraphPad) to assess a possible over- or under-representation of the functional eggNOG categories. 

## 3. Results

### 3.1. Transcript Profiling of P. phymatum STM815^T^ in Response to Nitrogen Limitation

RNA-seq was employed to first investigate the molecular mechanisms underlying the response to nitrogen limitation in *P. phymatum*, a condition which partially mimics the situation that rhizobia encounter in nitrogen-starved soils. 

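For the free-living cultures, the authors deposited one table per sample with the number of reads counted on each of 7899 genes, for 3 cultures with 0.5 mM NH4Cl (nitrogen-limited) and 3 with 30 mM NH4Cl (nitrogen-replete). The unique gene reads, which are reads that map to a single place in the genome, summed to 8938952, 18565739 and 10992187 in nitrogen-limited replicates 1, 2 and 3 and to 4206804, 24248585 and 9480910 in nitrogen-replete replicates 1, 2 and 3. The median was 10992187 reads under nitrogen limitation and 9480910 under nitrogen-replete conditions. The rRNA and tRNA genes took between 51.49% and 72.43% of the total gene reads of these 6 cultures. The paper gives an optical density at harvest of 0.7 for the nitrogen-replete and 0.4 for the nitrogen-limited cultures, and the sample labels give 0.6 for nitrogen-replete replicate 1. The files of replicate 3 carry the years 2016 (nitrogen-replete) and 2017 (nitrogen-limited), and those of replicates 1 and 2 earlier years. No pair of samples held identical counts.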

For this, wild-type cells were grown in minimal medium supplemented with ammonium (among the best nitrogen sources used by *P. phymatum* in a Biolog PM3 plate [65]) under nitrogen-replete (N, 30 mM NH_4_Cl) and nitrogen-starved (S, 0.5 mM NH_4_Cl) conditions. From both conditions, three independent biological replicates were processed and sequenced. Reads uniquely mapping to the genome were subjected to a statistical and comparative analysis using DESeq [60]. 

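The unique gene reads were tested here with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment over the genes that passed edgeR's filter on low counts. Only the 3 nitrogen-limited and 3 nitrogen-replete cultures entered the fit. Expression is given as CPM (counts scaled to a common library size) after TMM normalization, and the standard error of a log2 fold change is its size divided by the square root of the test's F value. The median standard error over all genes was 0.48 on the log2 scale. Replicates of the 2 conditions carry the same numbers in the labels, from which the pairing is taken. Deviations from the group means correlated with a mean r of 0.253 across genes between samples with the same number and -0.125 between samples with different numbers. With the replicate number as a block (replicate block), 55 genes were up and 55 down at an adjusted p-value under 0.05, against 25 and 14 without it.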

A graphical visualization of the read intensity (mean of the normalized reads) versus the logarithm (base 2) of the fold change (FC; nitrogen-limited versus nitrogen-replete conditions) are illustrated in Figure 1A. 

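With all 3 replicates of each condition, 39 genes had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, 25 with higher and 14 with lower expression under nitrogen limitation. In all 39 genes the 3 nitrogen-limited cultures lay on one side of the 3 nitrogen-replete cultures. Ranked by p-value, the first 200 genes reached an adjusted p of 0.19 and an absolute log2 fold change of at least 0.98, so most of them did not pass the correction for multiple testing. Of these 200 genes, 124 are in Table S2. All 200 genes of Table S2 had the sign of the paper's fold change here, and 34 of them had an adjusted p-value under 0.05. Table S2 was selected from these same cultures, so the shared sign was nearly fixed by that choice. The number of genes with an adjusted p-value under 0.05 depended on the test and on single cultures. DESeq2's Wald test gave 128 genes up and 136 down, and the fit without nitrogen-replete replicate 1 gave 1 up and 0 down, as did those without nitrogen-replete replicate 2 and without nitrogen-limited replicate 1.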

The top 200 differentially expressed genes under nitrogen-limited and -replete conditions are listed in Table S2 (*p*-value ≤ 0.02 and absolute log_2_ (fold change) ≥ 0.87). Out of these, 79 genes showed increased expression when the cells were grown under nitrogen-limiting conditions. 

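Among the 200 genes with the smallest p-values here, 101 had higher expression under nitrogen limitation. The number lay between 94 and 113 across the 6 fits that each left out one culture, and was 91 with a re-implementation of the original DESeq test. Of the genes with higher expression, 25 had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test.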

To explore the functional relevance of the differentially expressed genes, the top 200 nitrogen-regulated genes were assigned to functional categories according to the eggNOG classification system [61]. Certain categories were found to be significantly over-represented: category E (amino acid transport and metabolism), category P (inorganic ion transport and metabolism), and category T (signal transduction mechanisms) (Figure 1B). Among the top differentially expressed genes, several belonged to category E including genes involved in urea transport (Bphy_2251 to Bphy_2254) and *ureA* (Bphy_2258), coding for a urease. 

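The urea transport genes lie together on chromosome 1, from 2524214 (Bphy_2251) to 2529318 (Bphy_2254). Expression of urtB (Bphy_2252) was 368.7 ± 190.5 CPM (SD, n = 3) in nitrogen-limited and 15.33 ± 9.256 CPM (SD, n = 3) in nitrogen-replete cultures (log2 fold change 4.61, standard error 0.58, adjusted p = 0.018 from edgeR's quasi-likelihood test). For urtC (Bphy_2253), the means were 335.7 ± 150.7 and 45.89 ± 24.31 CPM in the same order (log2 fold change 2.87, standard error 0.49, adjusted p = 0.047). Bphy_2251 rose by 3.45 on the log2 scale (standard error 0.63, adjusted p = 0.063) and urtD (Bphy_2254) by 2.56 (standard error 0.74, adjusted p = 0.22), so these 2 genes did not pass the correction in this test, although every nitrogen-limited culture was above every nitrogen-replete culture. In DESeq2's Wald test they passed (adjusted p = 8.4e-08 and 0.018), and with the replicate block urtC did not (adjusted p = 0.062). The urease gene ureA (Bphy_2258), at 2532111 to 2532413, had between 20 and 211 reads in nitrogen-replete and between 542 and 1613 reads in nitrogen-limited cultures (log2 fold change 3.3, standard error 0.46, adjusted p = 0.02). In the replicate 1 and 2 cultures alone, the log2 fold change of Bphy_2251 was 4.17 (adjusted p = 0.21). The paper names these genes as the urea-related members of its category E.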

Some other genes known to be relevant for nitrogen control in several other bacteria [66,67] were found in category P, such as *amtB* (ammonium transporter, Bphy_0257) and an assimilatory nitrate reductase gene (Bphy_5659-60) with its transporter gene (Bphy_3974-78, excluding Bphy_3975). 

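The ammonium transporter gene amtB (Bphy_0257) lies on chromosome 1 from 300255 to 301760. Its expression was 656.6 ± 308.7 CPM (SD, n = 3) in nitrogen-limited and 47.69 ± 15.73 CPM (SD, n = 3) in nitrogen-replete cultures (log2 fold change 3.79, standard error 0.46, adjusted p = 0.015 from edgeR's quasi-likelihood test), and with each culture left out in turn the log2 fold change stayed between 3.35 and 4.02. The large subunit gene of the reductase (Bphy_5659) on plasmid 1 from 141633 to 144197 had 700 ± 363.9 against 44.4 ± 22.14 CPM (log2 fold change 3.98, standard error 0.56, adjusted p = 0.02). Table S2 describes it as a nitrite reductase subunit. Its small subunit gene (Bphy_5660) had between 0 and 27 reads in the nitrogen-replete cultures, and its log2 fold change of 5.2 had a standard error of 1.64 (adjusted p = 0.27). Among the transporter genes, Bphy_3974 rose by 4.52 on the log2 scale (standard error 0.99, adjusted p = 0.096), and with the replicate block by 4.96 (standard error 0.8, adjusted p = 0.047). Bphy_3976, Bphy_3977 and Bphy_3978 had log2 fold changes of 2.03, 3.77 and 2.86 with adjusted p-values of 0.61, 0.17 and 0.64 without the block, and Bphy_3977 had 0.0014 in DESeq2's Wald test. All 4 transporter genes had 0 reads in at least one nitrogen-replete culture, so their fold changes are less well determined than that of amtB. Of these genes Bphy_5660 moved most, to 11.88 without nitrogen-replete replicate 3. The paper places the genes in its category P.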

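The regulatory gene ntrC (Bphy_1479) lies on chromosome 1 from 1669029 to 1670543, on the minus strand. Expression was 150.3 ± 43.78 CPM (SD, n = 3) in nitrogen-limited and 19.19 ± 4.145 CPM (SD, n = 3) in nitrogen-replete cultures (log2 fold change 2.96, standard error 0.36, adjusted p = 0.015 from edgeR's quasi-likelihood test). The gene for the chemotaxis transducer (Bphy_2338), on chromosome 1 from 2622490 to 2623290, had between 50 and 275 reads in the nitrogen-replete cultures and between 16899 and 34651 in the nitrogen-limited ones. This corresponds to 10.13 ± 3.228 and 2007 ± 213.1 CPM (SD, n = 3), a log2 fold change of 7.63 (standard error 0.42, adjusted p = 0.00016). Its p-value was the smallest of all genes, and the change stayed between 7.38 and 7.81 when any one culture was left out. For ntrC the largest shift was to 3.29, in the replicate 1 and 2 cultures alone.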

Finally, a substantial number of transcriptional regulators were classified in category T. These included the nitrogen metabolism transcriptional regulatory gene *ntrC* (Bphy_1479) and the gene coding for a methyl-accepting chemotaxis sensory transducer (Bphy_ 2338), which was the most significantly upregulated gene in nitrogen starvation (Table S2). The gene belonging to a potential EPS cluster (Bphy_1071, the BCAM1005 orthologue in *B. cenocepacia* J2315), as well as the genes coding for a polyhydroxybutyrate (PHB)-associated protein (phasin, Bphy_1467) and for three depolymerases potentially involved in polyhydroxyalkanoates (PHA) and PHB biosynthesis (Bphy_4313, Bphy_4407, and Bphy_5512) also showed significantly enhanced expression under nitrogen-starving conditions. 

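Bphy_1071, on chromosome 1 from 1203717 to 1204817, had 75.95 ± 11.44 CPM (SD, n = 3) in nitrogen-limited and 24.36 ± 10.41 CPM (SD, n = 3) in nitrogen-replete cultures. Every nitrogen-limited culture was above every nitrogen-replete one, but the difference did not pass the correction over all genes (log2 fold change 1.64, standard error 0.42, adjusted p = 0.16 from edgeR's quasi-likelihood test). The phasin gene Bphy_1467, at 1648719 to 1649303 of the same chromosome, rose from 1135 ± 447.5 to 8661 ± 3640 CPM (log2 fold change 2.93, standard error 0.44, adjusted p = 0.027). The depolymerase genes are on chromosome 2. Bphy_5512 rose from 298.9 ± 19.58 to 2007 ± 206.4 CPM (log2 fold change 2.75, standard error 0.27, adjusted p = 0.011), and Bphy_4313 from 30.72 ± 20.53 to 270.1 ± 61.55 CPM (log2 fold change 3.13, standard error 0.49, adjusted p = 0.031). The change of Bphy_4407 was smaller, with a log2 fold change of 1.5 (standard error 0.3, adjusted p = 0.084). DESeq2's Wald test gave adjusted p-values of 0.032 for Bphy_1071 and 0.00058 for Bphy_4407, so whether they pass depends on the test. The replicate 1 and 2 cultures alone gave 1.81 for Bphy_4407 and 3.92 for Bphy_4313, for each the setting farthest from the main value. The paper lists the genes as having significantly higher expression.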

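In the RNA-seq data, amtB (Bphy_0257) rose by a factor of 13.8 and ntrC (Bphy_1479) by a factor of 7.8 under nitrogen limitation, with adjusted p-values of 0.015 and 0.015 from edgeR's quasi-likelihood test. The glutamine synthetase gene glnA (Bphy_1481), on chromosome 1 from 1671882 to 1673297, rose from 545.9 ± 63.83 to 1031 ± 45.89 CPM (SD, n = 3), a factor of 1.89 (standard error 0.26 on the log2 scale, adjusted p = 0.2). The sigma factor gene rpoN (Bphy_0326), on chromosome 1 from 367463 to 368980, went from 983.8 ± 97.6 to 753.6 ± 40.05 CPM, a factor of 0.766 (adjusted p = 0.73). For glnA and rpoN the groups did not overlap, but neither difference passed the correction in this test. By DESeq2's Wald test the adjusted p of glnA was 0.011. Without nitrogen-limited replicate 3, the log2 fold change of amtB was 3.35 in place of 3.79. The cultures behind the qRT-PCR values of Table 1 are not analysed here.

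**Figure D1:**
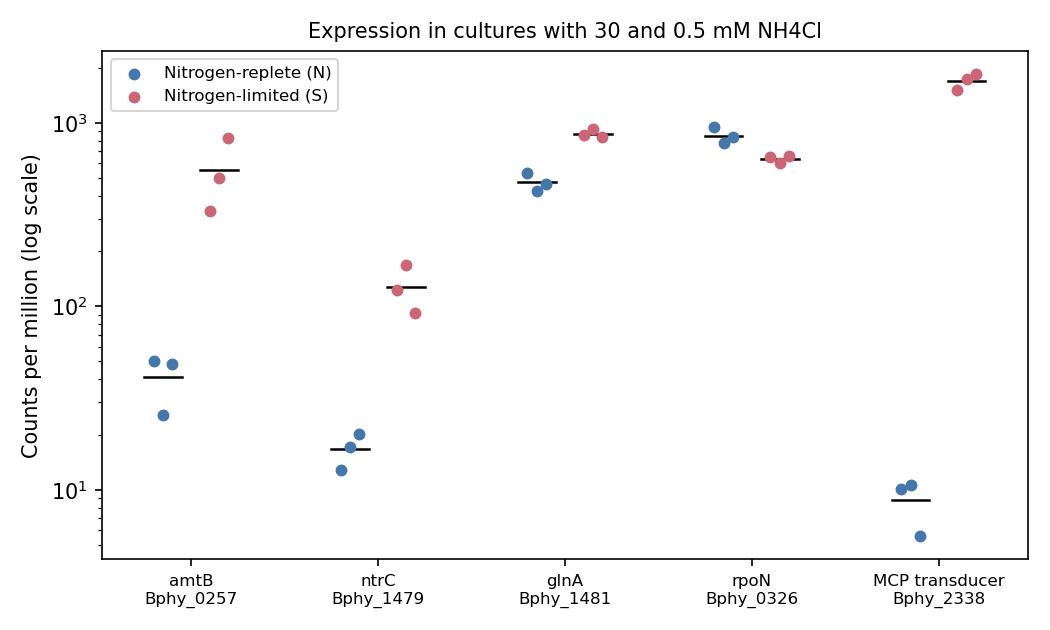
CPM on a log axis for 5 genes, with one point per culture (3 nitrogen-replete in blue, 3 nitrogen-limited in red) and a black line at each mean, normalized over all 9 samples. The nitrogen-limited cultures lie above the nitrogen-replete ones for amtB, ntrC, glnA and Bphy_2338, where the means were 1695 and 8.772 CPM, and slightly below them for rpoN.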

To validate the expression changes observed in the RNA-seq data, several regulated genes important for nitrogen utilization (*amtB*, *ntrC*, *rpoN*, and *glnA*) were subjected to quantitative reverse transcription PCR (Table 1).

### 3.2. Transcript Profiling of P. phymatum STM815^T^ during Symbiosis with P. vulgaris

Next, we investigated the whole transcript profile of *P. phymatum* during symbiosis. For this, bean root nodules induced by *P. phymatum* wild-type were processed 21 days after infection for a RNA-seq analysis. 

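For the symbiotic condition, the authors deposited the same kind of table for 3 samples of bean root nodules taken 21 days after infection, with reads counted on the P. phymatum genes only. The unique gene reads of nodule replicates 1, 2 and 3 summed to 4777020, 5285042 and 3477057, with a median of 4777020, against a median of 9480910 in the nitrogen-replete cultures. A gene had a median of 93, 124 and 71 unique reads in these nodule samples, so genes of low expression are measured less precisely there than in the cultures. The rRNA and tRNA genes took 20.97%, 14.54% and 37.46% of the total gene reads. The 10 genes with the most reads held between 15.26% and 17.54% of the unique reads of a nodule sample. The nodule RNA also had an extra phenol extraction and a removal of plant rRNA that the cultures did not have, so these steps cannot be told apart from the condition. The file of nodule replicate 3 carries the year 2017, and those of nodule replicates 1 and 2 share an earlier year with nitrogen-replete replicate 2.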

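The nodule samples were compared here with the 3 nitrogen-replete cultures, which are also the baseline for nitrogen limitation. edgeR's quasi-likelihood test was run on the unique gene reads of these 6 samples, after TMM normalization and a filter on low counts that left 7322 genes. The median standard error of a log2 fold change was 0.53. The replicate numbers of nodules and cultures come from the labels and were not needed for the main fit. Deviations from the group means correlated with a mean r of 0.168 between samples with the same number and -0.085 between samples with different numbers, and the fit with the replicate block gave 402 genes up and 203 down in place of 528 and 261. With the nitrogen-limited cultures as the baseline, 490 genes were up and 272 down.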

The RNA from *P. phymatum* cells grown in minimal medium under aerobic conditions was used to provide a gene expression baseline for comparison. 

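In the files, the reads that map to a single place and fall on a gene numbered 4777020, 5285042 and 3477057 in nodule replicates 1, 2 and 3. With reads that map to several places included, the totals on genes were 6196756, 6301318 and 5833777.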

Among three independent biological replicates per condition, we obtained—per nodule sample—between 4.2 and 5.3 million reads uniquely mapping to the *P. phymatum* genome. The transcript profiles of *P. phymatum* grown under symbiotic and free-living conditions were compared by DESeq analysis. 

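With all 3 replicates, 789 of 7322 genes had an adjusted p-value under 0.05 between nodules and nitrogen-replete cultures in edgeR's quasi-likelihood test, 528 with higher and 261 with lower expression in nodules. In 786 of these genes all nodule samples lay on one side of all cultures. Among the 500 genes with the smallest p-values, which reached an adjusted p of 0.02 and an absolute log2 fold change of at least 1.64, 354 had higher expression in nodules and 332 are in Table S3. The 2 genes with the smallest p-values were Bphy_0416 (log2 fold change 8.2, standard error 0.56, adjusted p = 0.00044), which Table S3 describes as an XRE family regulator, and Bphy_3959 (log2 fold change -6.31, standard error 0.45, adjusted p = 0.00044). By DESeq2's Wald test 791 genes were up and 485 down at the same adjusted threshold, and by the re-implemented original DESeq test 208 and 85.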

Among the top 500 differentially expressed genes (DESeq analysis *p*-value ≤ 0.01 and absolute log_2_ (Fold change) ≥ 1.6) (Table S3), 322 were significantly upregulated. 

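Of the 354 genes with higher expression in nodules among the 500 with the smallest p-values, 116 (32.8%) were on the symbiotic plasmid, 116 (32.8%) on chromosome 1, 57 (16.1%) on chromosome 2 and 65 (18.4%) on plasmid 1. Counting instead every gene with higher expression and an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, the shares were 27.3%, 34.7%, 18.0% and 20.1% in the same order. The symbiotic plasmid share lay between 31.8% and 34.1% when any one sample was left out.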

Out of these 322, 32% are located on the symbiotic plasmid (0.59 Mb), 28% on chromosome 1 (3.48 Mb), 22% on chromosome 2 (2.7 Mb), and 18% on plasmid 1 (1.9 Mb) (Figure 2B). This indicated a strong enrichment of regulated genes on the symbiotic plasmid that otherwise harbors only 6% of the genes of the whole genome (Figure 2A). 

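The files list 575 of 7899 genes (7.3%) on the symbiotic plasmid, and 499 of the 7322 tested genes (6.8%). Its share among the 354 upregulated genes was 32.8%, an odds ratio of 8.38 (Fisher's exact test, p = 9.5e-52). Genes of one operon change together, so this p-value counts them as more independent than they are. Chromosome 2 held fewer upregulated genes than its share of tested genes, 16.1% against 30.7% (odds ratio 0.42, Fisher's exact test, p = 1.2e-10). The symbiotic plasmid was also over-represented among the genes with lower expression in nodules, with 27 of 146 genes (18.5%). From the difference between the share of regulated genes and the share of all genes, the paper concludes that regulated genes are enriched on this plasmid.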

Furthermore, the top 500 differentially regulated genes were assigned to functional categories (Figure 2C). Among these, 178 showed significant decreased expression in nodules. 

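Among the 500 genes with the smallest p-values here, 146 had lower expression in nodules than in nitrogen-replete cultures. At an adjusted p-value under 0.05 the number was 261, which fell to 87 at a threshold of 0.01 and rose to 485 with DESeq2's Wald test.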

As displayed in Figure 2C, the eggNOG category N (cell motility) comprised 21% of the genes downregulated inside the nodule. 

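The gene fliO (Bphy_2940), on chromosome 1 from 3296363 to 3296989, had 5.814 ± 2.19 CPM (SD, n = 3) in nodules and 24.89 ± 9.219 CPM (SD, n = 3) in nitrogen-replete cultures (log2 fold change -2.11, standard error 0.56, adjusted p = 0.046 from edgeR's quasi-likelihood test; 0.11 with the replicate block). For fliP (Bphy_2941) the nodule samples varied widely, with 29.98 ± 37.07 against 66.49 ± 16.53 CPM, and the groups overlapped (log2 fold change -1.16, standard error 0.81, adjusted p = 0.44). Bphy_2962, which Table S3 names flhF, fell by 3.59 on the log2 scale (standard error 0.47, adjusted p = 0.0018), and flgF, which it lists as Bphy_2952, fell by 2.6 (standard error 0.37, adjusted p = 0.0031). Of 20 flagellar genes that the files list by a symbol, all had lower mean expression in nodules, with log2 fold changes from -5.14 (fliL, Bphy_2937) to -0.76 (flhA, Bphy_2963), and 12 had an adjusted p-value under 0.05. As a set they reached an adjusted p = 0.00014 in limma's rotation gene-set test. The set test became weaker with nodule replicates 1 and 2 against nitrogen-replete replicate 2, where 1 culture is too few for it to decide. These are the samples whose files share a year. In those samples the log2 fold change of fliP was -3.16.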

A couple of them were involved in flagellar biosynthesis (Bphy_2940-41, *fliOP*; Bphy_2962, *flgF*). In addition, category U (intracellular trafficking, secretion, and vesicular transport), which contains a partial cluster for a type IV secretion system (Bphy_7525 to Bphy_7536), was significantly over-represented among the genes with reduced expression inside the nodule. 

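The 12 genes from Bphy_7525 to Bphy_7536 span 298951 to 309460 of the symbiotic plasmid. All 12 had lower expression in nodules with an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, with log2 fold changes from -10.12 to -4.76 and a median of -5.37. The most highly expressed of them, Bphy_7534, had 4256 ± 658.2 CPM in nitrogen-replete cultures and 156.5 ± 64.72 CPM in nodules (SD, n = 3). Bphy_7525 had no read in any nodule sample, so the size of its change is not well determined (standard error 1.63). The set reached an adjusted p = 0.00031 in limma's rotation test. Keeping only genes with at least 10 counts in every sample left 7 of the 12, as the others had fewer than 10 counts in at least one nodule sample. Under nitrogen limitation none of the 12 changed (adjusted p of at least 0.92).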

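Of the 28 genes from Bphy_7728 to Bphy_7755 (the nif cluster), 26 had enough reads to be tested, and all 26 had higher expression in nodules with an adjusted p-value under 0.05 in edgeR's quasi-likelihood test. Their median log2 fold change was 6.92, and the set reached an adjusted p = 0.00054 in limma's rotation gene-set test. In the hydrogenase cluster from Bphy_7254 to Bphy_7266 (6207 to 19584 of the symbiotic plasmid), 12 of 13 genes were higher in nodules at the same threshold, with log2 fold changes between 3.33 and 6.93 (set, adjusted p = 0.0014). hydA (Bphy_7265) rose from 231.8 ± 114.8 to 26180 ± 11270 CPM (SD, n = 3). In the samples whose files share a year, 2 nodule samples against 1 culture, both set tests became weaker. With only 1 culture these tests cannot decide whether the sets changed. The eggNOG categories were not analysed here.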

Analysis of the 322 genes significantly upregulated in nodules, indicated that category C (energy production and conversion) was over-represented, among which were the genes known to be important for symbiotic functions such as nitrogen fixation (*nif* cluster) and hydrogenase (Figure 3A,B). We also found a gene coding for an isocitrate lyase (Bphy_1368) and a potential cytochrome o ubiquinol oxidase cluster (Bphy_3646-49), which may play a role for respiration inside the nodule (Figure 3C). 

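The isocitrate lyase gene (Bphy_1368), on chromosome 1 from 1536281 to 1537585, had 695.9 ± 461 CPM (SD, n = 3) in nodules and 110.1 ± 9.878 CPM (SD, n = 3) in nitrogen-replete cultures (log2 fold change 2.66, standard error 0.58, adjusted p = 0.021 from edgeR's quasi-likelihood test). It ranked 509 by p-value of 7322 genes. With any one sample left out its log2 fold change lay between 2.1 (without nodule replicate 2) and 3.08. The adjusted p-value was under 0.05 in 1 of these 6 fits, and was 3.7e-05 in DESeq2's Wald test on all 6 samples. In the oxidase cluster, cyoB (Bphy_3648), on chromosome 2 from 600756 to 602768, had 1921 ± 1240 CPM (SD, n = 3) in nodules and 35.64 ± 12.53 CPM (SD, n = 3) in nitrogen-replete cultures (log2 fold change 5.75, standard error 0.63, adjusted p = 0.00097). The paper proposes that the oxidase cluster may act in respiration inside the nodule.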

In the over-represented functional category P (inorganic ion transport and metabolism) we identified several ATP-binding cassette (ABC)-transporters for sulfate (Bphy_1627 and Bphy_1629), nitrate/sulphonate/bicarbonate (Bphy_3603), phosphate (Bphy_3120 and Bphy_4622), aliphatic sulphonate (Bphy_5226), taurine (Bphy_6080), and urea (Bphy_2251-52). 

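The largest change among these transporter genes was that of the taurine-binding protein gene Bphy_6080 on plasmid 1 from 623974 to 625005, with 1362 ± 424.9 CPM (SD, n = 3) in nodules and 6.375 ± 4.081 CPM (SD, n = 3) in nitrogen-replete cultures (log2 fold change 7.77, standard error 0.72, adjusted p = 0.00054 from edgeR's quasi-likelihood test). For phosphate and phosphonate, Bphy_3120 had a log2 fold change of 3.95 (standard error 0.43, adjusted p = 0.00094) and Bphy_4622 of 6.44 (standard error 0.84, adjusted p = 0.0018). The sulfate transporter genes Bphy_1627 and Bphy_1629 changed by 2.48 and 4.18 on the log2 scale (standard errors 0.43 and 0.86, adjusted p-values 0.008 and 0.016), Bphy_3603 by 3.31 (adjusted p = 0.0037) and Bphy_5226 by 4.32 (adjusted p = 0.0011). The urea transporter genes did not pass the correction in this test. Bphy_2251 had a log2 fold change of 1.36 (standard error 0.6, adjusted p = 0.21) and urtB (Bphy_2252) of 1.95 (standard error 0.56, adjusted p = 0.061), and urtB had an adjusted p = 0.011 in DESeq2's Wald test. The baseline moved these 2 genes most, since against the nitrogen-limited cultures they were -2.09 and -2.65.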

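The phasin gene Bphy_1467 had 6507 ± 1305 CPM (SD, n = 3) in nodules and 890.9 ± 356.4 CPM (SD, n = 3) in nitrogen-replete cultures (log2 fold change 2.87, standard error 0.45, adjusted p = 0.0048 from edgeR's quasi-likelihood test), and the change kept an adjusted p-value under 0.05 whichever sample was left out. For the depolymerase gene Bphy_4407 the nodule samples spread more, with 387.8 ± 259 against 70.91 ± 17.11 CPM (log2 fold change 2.45, standard error 0.52, adjusted p = 0.018), and 3 of the 6 fits with one sample left out kept an adjusted p-value under 0.05. Against nitrogen-limited cultures in place of nitrogen-replete ones, the log2 fold changes in nodules were -0.07 for Bphy_1467 and 0.94 for Bphy_4407.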

In addition, two interesting genes displayed increased expression in nodules: Bphy_1467, coding for a phasin-like protein potentially involved in PHB stability, and a PHB depolymerase (Bphy_4407). In order to mimic the transition towards conditions of extremely low oxygen inside the nodules, we additionally grew *P. phymatum* under microoxic conditions (supplemented with 0.5% oxygen) and performed a transcriptome analysis [68]. As expected, under microoxic conditions the genes coding for the nitrogenase were highly expressed and upregulated (Table 2). The cytochrome o ubiquinol oxidase cluster (Bphy_3646-49) that was upregulated in symbiosis also showed increased expression under reduced oxygen availability (Table 2). 

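All 68 genes of Table 3 were tested here and all had a positive log2 fold change in nodules, from 1.37 (Bphy_4116) to 11.83 (nifH, Bphy_7753), with a median of 4.37. Of these, 58 had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test and 49 were among the 500 genes with the smallest p-values. Table 3 was selected from these same samples, so the positive sign was nearly fixed by that choice. A second gene (Bphy_7808) has the same description as nifH, and any read that maps to both is left out of the unique counts, so the fold changes of both are uncertain. With total gene reads, which also count reads that map to several places, the log2 fold change of Bphy_7753 was 9.09 (standard error 1.41). It had between 0 and 28 unique reads in the nitrogen-replete cultures, and its log2 fold change from unique reads ranged from 11.35 to 16.23 with one sample left out.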

The upregulated genes belonging to several of the over-represented categories discussed above are listed in Table 3. 

We observed an overlap of 38 genes with increased expression in both nitrogen-limited growth conditions (Table S2) and during symbiosis with bean (Table S3). 

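Among the genes ranked here, 14 were upregulated both in the first 200 under nitrogen limitation (101 upregulated) and in the first 500 in nodules (354 upregulated), where 4.9 would be expected if the lists were independent (odds ratio 3.24, Fisher's exact test, p = 0.00034). The paper's Tables S2 and S3 share 38 genes in any direction, of which 12 are up in both, so 12 is the count to set beside 14. In any direction the ranked lists here share 34 genes. Both lists here use the same 3 nitrogen-replete cultures as baseline, so they are not independent. At an adjusted p-value under 0.05 in both of edgeR's quasi-likelihood fits, 10 genes changed in both, of which 7 were up in both. Against the nitrogen-limited cultures as baseline for the nodules, the number upregulated in both lists was 4.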

Among those, we found two genes involved in PHB production: *phaP* (Bphy_1467), encoding a phasin regulating PHB stability by binding to PHB-granula [69], and a PHB depolymerase (Bphy_4407). 

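Under nitrogen limitation, Bphy_1467 rose by 2.93 on the log2 scale (standard error 0.44, adjusted p = 0.027 from edgeR's quasi-likelihood test), and in nodules by 2.87 (standard error 0.45, adjusted p = 0.0048). For Bphy_4407 the values were 1.5 (standard error 0.3, adjusted p = 0.084) and 2.45 (standard error 0.52, adjusted p = 0.018), so only its change in nodules passed the correction in this test. In DESeq2's Wald test its change under nitrogen limitation passed as well (adjusted p = 0.00058). Normalized over all 9 samples, Bphy_1467 had 7339 ± 3151 CPM in nitrogen-limited cultures and 7094 ± 1357 CPM in nodules (SD, n = 3 each).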

The regulatory gene *ntrC*, which is part of the two-component regulatory system (2CRS) NtrB/NtrC, known to be important for nitrogen control in other organisms [64], also showed significantly higher expression under nitrogen-limited conditions and during symbiosis.

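Expression of ntrC (Bphy_1479) was 15.04 ± 3.242 CPM in nitrogen-replete cultures and 82.12 ± 10.6 CPM in nodules (SD, n = 3), a log2 fold change of 2.44 (standard error 0.37, adjusted p = 0.0037 from edgeR's quasi-likelihood test). Under nitrogen limitation the change was 2.96 (standard error 0.36, adjusted p = 0.015). All 6 fits that left out one sample kept the change in nodules under an adjusted p-value of 0.05, against 3 of 6 for nitrogen limitation.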

A complete list with all *P. phymatum* genes and logarithm (base 2) of the fold changes in expression in nitrogen-starved versus -replete conditions, as well as during symbiosis is shown in Table S4.

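From all 3 replicates per condition, log2 fold changes were computed under nitrogen limitation and, for 7322 genes, in nodules. The replicate SD, the spread of a log2 difference between 1 sample of each condition, had a median of 0.84 and 0.9. A change below this is within the spread between single samples for a typical gene. The standard error of a log2 fold change from 3 replicates was smaller, with medians of 0.48 and 0.53. The smallest absolute log2 fold change with an adjusted p-value under 0.05 in edgeR's quasi-likelihood test was 1.56 under nitrogen limitation and 1.19 in nodules.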

### 3.3. Role of nifA, rpoN, and cyoB Genes during Symbiosis

The transcription of the *nif* genes in α-rhizobia is regulated by the key regulator NifA [38,70], which works together with the σ factor RpoN (σ^54^). 

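The 4 genes of the oxidase cluster lie on chromosome 2 from 599801 to 603671, on the minus strand. cyoC (Bphy_3647) rose from 7.611 ± 4.39 CPM in nitrogen-replete cultures to 993.8 ± 532.8 CPM in nodules (SD, n = 3; log2 fold change 7.0, standard error 0.71, adjusted p = 0.00072 from edgeR's quasi-likelihood test). cyoA (Bphy_3649) had 0 reads in one culture, and its log2 fold change of 6.65 had a standard error of 1.26 (adjusted p = 0.011). Bphy_3646 changed by 5.46 (standard error 0.97, adjusted p = 0.0087), but its nodule samples ranged from 470 to 3089 reads, and with nodule replicates 1 and 2 against nitrogen-replete replicate 2 the log2 fold change was 3.34.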

Remarkably, *P. phymatum* lacks the typical high-oxygen-affinity *cbb*_3_-type cytochrome oxidase present in α-rhizobia [44], but a potential cytochrome o ubiquinol oxidase cluster (Bphy_3646-49) was found among the significantly and highly upregulated genes inside the nodule (Table 3). To investigate the role of the *nifA*, *rpoN*, and *cyoB* genes during symbiosis in our β-rhizobial model system, *P. phymatum nifA* (Bphy_7728), *rpoN* (Bphy_0326), and *cyoB* (Bphy_3648) mutant strains were constructed, as well as a Δ*cyoAB* deletion mutant. The deletion mutant was generated using a strain resistant to nalidixic acid (NAL) as a baseline (see Section 2.6).

First, the growth of the four mutant strains (*nifA*, *rpoN*, *cyoB*, and Δ*cyoAB*), as well as of the wild type (wt) and of the nalidixic acid-resistant wild-type (NAL) was monitored in microaerobic conditions (0.5% O_2_), i.e., in conditions that mimic those inside the nodules. In general, a slight growth delay of the mutant strains (*nifA*, *cyoB*, and Δ*cyoAB*) compared to the wild-type was observed. On the contrary, the *rpoN* mutant strain displayed faster growth in the exponential phase, but finally reached a similar final optical density at λ = 600 nm (OD_600_) (Figure 4).

The relevance of these genes during symbiotic life was then tested using our host legume *P. vulgaris* (bean). The same amount of colony forming units (CFU; 10^5^) of wild-type and mutant strain cells was inoculated on bean seedlings. After 3 weeks of growth in the green house, several key symbiotic parameters of the nodules, such as their number, the dry weight, their relative nitrogenase activity, as well as their N content were determined. At 21 days post infection (dpi), the roots inoculated with the *nifA* mutant strain had significantly more nodules compared to bean plants inoculated with the other strains (Figure 5A). No significant difference in the overall nodule number was observed for the other mutant strains compared to their respective wild type. However, the dry weight per nodule of plants infected by the *nifA* mutant strain was comparable to that of plants inoculated with either the wild type or the *rpoN* mutant strains (Figure 5B). In contrast to the nodules induced by the wild-type strain, those induced by the *nifA* and *rpoN* mutant strains showed no nitrogenase activity (Figure 5C). The nodules induced by the *cyoB* and the Δ*cyoAB* mutants showed a 65% and 75% reduction in the relative nitrogenase activity compared to their wild-type strain, respectively. In line with the results for the nitrogenase activity, plants infected with a *nifA* or an *rpoN* mutant had an N-content comparable with that of uninfected bean plants. This was significantly lower than the N-content measured in plants containing *P. phymatum* wild type (Figure 5D). Plants infected by the *cyoB* mutant and the Δ*cyoAB* strains displayed an N-content that was similar to the one of uninoculated plants. Together, these results suggest that, besides *nifA* and *rpoN*, also *cyoB* plays an important role for an efficient establishment of a symbiosis with bean.

### 3.4. Role of RpoN in Free-Living Conditions

It is known from several bacteria that RpoN (σ^54^) is involved in the assimilation of nitrogen sources [59,71,72]. To investigate if σ^54^ has a similar role in *P. phymatum*, we examined the ability of the wild-type, the *rpoN* mutant, and the complemented *rpoN* strains to grow in minimal medium in the presence of different nitrogen sources. We found that the *rpoN* mutant strain was unable to utilize nitrate (NO_3_^−^) and urea (CH_4_N_2_O) as sole nitrogen sources, and that this defect could be restored in the *rpoN* complemented strain (Table 4). As expected, the *nifA* mutant strain was not impaired in the utilization of the tested nitrogen sources. Taken together, these results suggested that RpoN is involved in the regulation of nitrite and urea assimilation in *P. phymatum*. 

Since EPS production has been shown to be dependent on the availability of nitrogen sources and on the presence of RpoN [59,73], EPS production by the wild-type, the *rpoN* mutant, and the complemented strains, as well as by the *nifA strain* (as control), was examined on Yeast Extract Mannitol medium (YEM) plates containing 1% mannitol and 0.06% yeast extract. While the *rpoN* mutant strain (Figure 6) displayed a reduced amount of EPS compared to the wild type, the *nifA* mutant and the *rpoN* complemented strain produced wild-type levels of EPS. Interestingly, when YEM medium was supplemented with 0.6% of yeast extract, there was nearly no visible difference between the *rpoN* mutant strain and the wild-type strain in EPS production (data not shown), suggesting that *rpoN* controls EPS production under nitrogen starvation.

## 4. Discussion

Members of the β-proteobacterial have been discovered in 2001 to be able to enter a nitrogen-fixing symbiosis with legumes [4]. In contrast to the α-rhizobial symbiosis with host legumes, where the different steps leading to the establishment of a successful symbiosis are well studied, very little is known about the molecular mechanisms that are relevant for these steps in β-rhizobial symbioses. Here, we used an RNA-sequencing approach to provide a comprehensive view on the gene expression profile of *P. phymatum* grown in either normal or nitrogen-limited free-living conditions, and as bacteroids in symbiosis with *P. vulgaris*. To the best of our knowledge, this is the first transcriptome study from root nodules formed by a β-rhizobial strain. By testing the gene expression profile in nitrogen-limited conditions, we aimed to partially mimic the conditions that rhizobia encounter in soils lacking nitrogen and in our laboratory settings before colonizing the roots of legumes. Apart from genes involved in nitrogen metabolism, a gene cluster potentially involved in EPS biosynthesis (Bhy_1056-Bphy_1077) showed increased expression when nitrogen became limited. 

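The 22 genes from Bphy_1056 to Bphy_1077 span 1184705 to 1214382 of chromosome 1. All 22 had a positive log2 fold change under nitrogen limitation, from 0.7 (Bphy_1077) to 3.11 (Bphy_1069), with a median of 1.94. Only Bphy_1069 passed the correction in edgeR's quasi-likelihood test (86.48 ± 16.91 to 747.1 ± 527.7 CPM, SD, n = 3, adjusted p = 0.039). The nitrogen-limited cultures differed widely, as for Bphy_1072 with 707.3 ± 857.5 CPM. The result for the whole cluster depends on the gene-set test. limma's rotation test, which keeps the correlation between the genes, gave an adjusted p = 0.18, and its camera test gave an adjusted p = 4.8e-18. With the replicate block, 4 genes passed the correction. The paper states that expression of the cluster increased when nitrogen became limited.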

Exopolysaccharides were shown in several rhizobia to be required for root hairs attachment [74] and infection [75], the first two steps of the cascade. The gene that showed the most significant and the second highest upregulation during nitrogen starvation encodes for a potential methyl-accepting chemotaxis sensory transducer (Bphy_2338). 

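Here too Bphy_2338 had the smallest p-value under nitrogen limitation (adjusted p = 0.00016 from edgeR's quasi-likelihood test). By log2 fold change it ranked 4 of all tested genes, after genes with no read in any nitrogen-replete culture, whose fold changes are not well determined. Its value of 7.63 moved most, to 7.29, with the re-implemented original DESeq test on the replicate 1 and 2 cultures, a setting chosen after seeing the data.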

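The flagellar gene fliL (Bphy_2937), on chromosome 1 from 3294343 to 3294846, had 496.2 ± 191.3 CPM (SD, n = 3) in nitrogen-limited and 177.5 ± 56.61 CPM (SD, n = 3) in nitrogen-replete cultures. The groups did not overlap, but the difference did not pass the correction over all genes (log2 fold change 1.48, standard error 0.39, adjusted p = 0.17 from edgeR's quasi-likelihood test). The adjusted p was 0.05 with the replicate block and 0.01 with DESeq2's Wald test. Without nitrogen-limited replicate 1 the log2 fold change was 1.17. Of the 20 flagellar genes listed by a symbol in the files, 19 had a positive log2 fold change under nitrogen limitation, with a median of 0.88, and none had an adjusted p-value under 0.05 in edgeR's test without the block. From fliL and Bphy_2338 the paper proposes that the cells change their movement when nitrogen is limiting.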

The presence of another gene involved in motility among the top regulated genes (the flagellar gene *fliL*) suggests that the cells react to a nitrogen-limited environment by changing their movement behavior, which is a crucial trait for the successful colonization and infection of host legume roots [76]. The future construction and characterization of mutant strains will shed light on the importance of EPS and flagella in a nitrogen-starved environment. The expression of *nod* genes, encoding the *P. phymatum* Nod factor required for the recognition of the symbiotic partner, changed only slightly in response to nitrogen starvation (Figure S1). 

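Only 2 genes described as nodulation genes could be identified by locus tag in the paper's tables. nodI (Bphy_7720), on the symbiotic plasmid from 488393 to 489307, had 4.848 ± 8.397 CPM in nitrogen-limited and 13.7 ± 6.569 CPM in nitrogen-replete cultures (SD, n = 3), with a log2 fold change of -1.5 and a standard error of 1.88 (adjusted p = 0.91 from edgeR's quasi-likelihood test). Bphy_1634 on chromosome 1 changed by -0.22 (standard error 0.31, adjusted p = 0.92). With a standard error of this size, a moderate change of nodI was not detectable. The pair had an adjusted p = 0.31 in limma's rotation gene-set test, and between 0.027 and 0.61 with one culture left out. The other genes of Fig. S1 were not analysed here.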

The expression of genes in the *nif* cluster did not significantly change when the cells were grown under nitrogen limitation, suggesting that—similar to the situation in α-rhizobia—the presence of a reduced amount of nitrogen is not sufficient to activate the expression of the *nif* cluster. 

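Of the 28 genes of the nif cluster, 25 could be tested under nitrogen limitation. None had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, the smallest being 0.6. Log2 fold changes ranged from -1.5 to 0.83 with a median of -0.24, 10 positive and 15 negative, and the set had an adjusted p = 0.7 in limma's rotation test. No setting tried gave a nif gene with an adjusted p-value under 0.05. The adjusted p of the set lay between 0.39 and 0.99 with one culture left out, and was 0.1 with the replicate block. From the absence of a significant change the paper proposes that low nitrogen alone does not activate the cluster.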

In contrast, a low-oxygen environment highly induced the expression of the genes coding for the nitrogenase (Table 2). 

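The log2 fold change of ntrC (Bphy_1479) was 2.96 under nitrogen limitation and 2.44 in nodules, both against the same nitrogen-replete cultures. Between nodules and nitrogen-limited cultures it was -0.52, with an adjusted p of 0.43 from edgeR's quasi-likelihood test.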

Among the 38 genes commonly upregulated, we found *ntrC*, which codes for a transcriptional regulators known to be important for nitrogen control (Ntr) in other organisms [64]. While the Ntr system is usually switched off during nitrogen fixation in symbiotic α-rhizobia [36], in free-living diazotrophs such as *Azospirillum brasilense* the two-component regulatory system NtrB/NtrC has been shown to be involved in the regulation of nitrogenase activity [77]. 

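For Bphy_2251 the log2 fold changes were 3.45 under nitrogen limitation (adjusted p = 0.063 from edgeR's quasi-likelihood test) and 1.36 in nodules (adjusted p = 0.21), and for urtB (Bphy_2252) 4.61 (adjusted p = 0.018) and 1.95 (adjusted p = 0.061). Of these calls 2 depended on the test, as DESeq2's Wald test gave adjusted p-values of 8.4e-08 for Bphy_2251 under nitrogen limitation and 0.011 for urtB in nodules. Normalized over all 9 samples, Bphy_2251 had 43.23, 458.1 and 108.8 mean CPM in nitrogen-replete cultures, nitrogen-limited cultures and nodules. In the replicate 1 and 2 samples alone, a setting chosen for the nodules after seeing the data, the nodule values were 2.0 and 2.09.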

Two genes coding for a urea ABC transporter (Bphy_2251-52) were also among the genes commonly induced under nitrogen-starving and symbiotic conditions. This may suggest that this organic compound serves an important role in free-living and symbiotic metabolism.

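The nif cluster lies on the symbiotic plasmid from 498521 to 521738. In nodules its 26 tested genes rose by between 1.79 (nifA, Bphy_7728) and 11.83 (nifH, Bphy_7753) on the log2 scale, and 25 of them were among the 500 genes with the smallest p-values. nifB (Bphy_7742) rose from 82.32 ± 11.14 to 31340 ± 11280 CPM (SD, n = 3; log2 fold change 8.57, standard error 0.63, adjusted p = 0.00044 from edgeR's quasi-likelihood test). nifD (Bphy_7754) and nifK (Bphy_7755) rose by 7.77 and 7.88 (standard errors 0.9 and 0.88). nifA itself had 286.5 ± 57.23 CPM in cultures and 989.1 ± 328.4 CPM in nodules (adjusted p = 0.023). Between 22 and 26 genes of the cluster passed the threshold when any one sample was left out. The paper reports that the cluster was significantly upregulated in nodules.

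**Figure D2:**
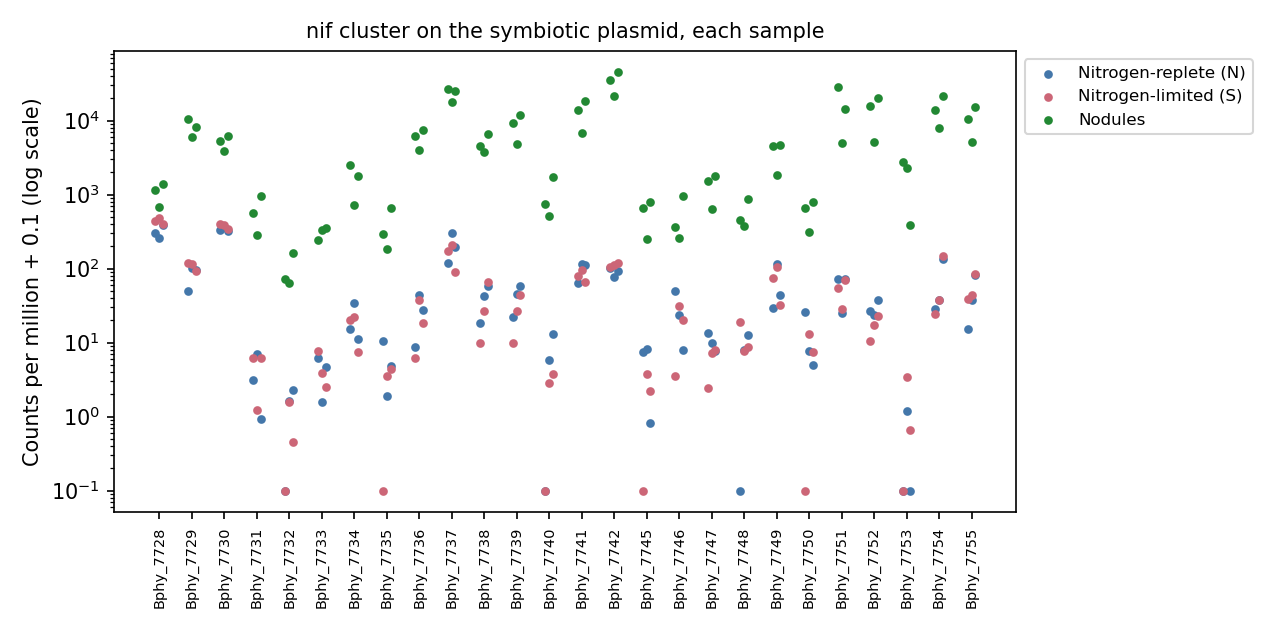
CPM on a log axis for the 26 tested genes of the nif cluster, with a small constant added so that zeros can be drawn, and one point per sample for the 3 nitrogen-replete cultures (blue), 3 nitrogen-limited cultures (red) and 3 nodule samples (green). Values were normalized over all 9 samples. The nodule samples lie above both kinds of culture, as for nifB (Bphy_7742) with means of 34130, 112.1 and 90.98 CPM in nodules, nitrogen-limited and nitrogen-replete cultures.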

As expected, the expression of the *nif* gene cluster (including genes from Bphy_7728 to Bphy_7755, Figure 3A), was found significantly upregulated inside nodules induced by *P. phymatum*. Unlike most α-rhizobia [78], *P. phymatum* contains a *nifV* homolog in the genome (upstream of *nifB*), which is also highly induced during symbiosis. 

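The homocitrate synthase gene nifV (Bphy_7741) lies on the symbiotic plasmid from 509545 to 510681, and nifB (Bphy_7742) starts at 511113. nifV had 12020 ± 5414 CPM (SD, n = 3) in nodules and 88.35 ± 26.46 CPM (SD, n = 3) in nitrogen-replete cultures (log2 fold change 7.09, standard error 0.64, adjusted p = 0.00047 from edgeR's quasi-likelihood test). It had the rank 34 of 7322 genes by p-value, and the largest shift among the settings tried was to 6.5, with nodule replicates 1 and 2 against nitrogen-replete replicate 2.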

This gene encodes a homocitrate synthase that synthesizes homocitrate—a component of the Fe–Mo cofactor of the nitrogenase—which has been shown to be important in diazotrophs to reduce N_2_ in free-living conditions [79,80,81]. The presence of *nifV* in *P. phymatum* may explain the ability of this bacterium to fix nitrogen in free-living conditions [4]. Among the upregulated genes in symbiosis, we found a potential four-component oxidase cluster also annotated as a cytochrome o ubiquinol oxidase complex. 

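For the 4 oxidase genes Bphy_3646, Bphy_3647, Bphy_3648 and Bphy_3649, the log2 fold changes in nodules were 5.46, 7.0, 5.75 and 6.65, each with an adjusted p-value under 0.05 in edgeR's quasi-likelihood test. Bphy_3647 and Bphy_3648 kept this in all 6 fits with one sample left out, Bphy_3649 in 5 and Bphy_3646 in 4. Against the nitrogen-limited cultures, the log2 fold change of Bphy_3648 was 4.19 in place of 5.75.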

This cluster (Bphy_3646-49, *cyoABCD*) was also significantly upregulated in a preliminary transcriptome analysis performed on free-living cells grown in microaerobic conditions compared to cells growing aerobically, suggesting that this heme–copper respiratory oxidase could be used by *P. phymatum* to respire inside root nodules. Indeed, the classical *cbb*_3_-oxidase crucial for symbiosis in α-rhizobia was detected neither in the *P. phymatum* genome nor in other symbiotic *Paraburkholderia* species [44]. The construction of a *cyoB* insertion mutant and a *cyoAB* deletion mutant provided proof that this cluster is indeed important for an efficient symbiotic interaction. Bean plants inoculated with these mutants showed a significantly reduced nitrogenase activity and a lower N content compared to plants infected with the wild type. In previous studies [82,83], three genes were shown to be important during symbiosis with *M. pudica*: Bphy_0456, involved in the biosynthesis of branched-chain amino acids, Bphy_0685, coding for a fructose 1,6-bisphosphatase, and Bphy_0266 (*gpmA*), coding for a phosphoglycerate mutase. The expression of these three genes was not regulated in bean root nodules compared to free-living conditions, suggesting that *P. phymatum* may upregulate a different set of genes in its natural host plant *Mimosa*. 

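Bphy_0456 had 160.9 ± 40.47 CPM (SD, n = 3) in nodules and 162.1 ± 19.92 CPM (SD, n = 3) in nitrogen-replete cultures, a log2 fold change of -0.01 (standard error 0.34, adjusted p = 0.99 from edgeR's quasi-likelihood test). Bphy_0685 had 113.7 ± 28.59 and 103 ± 31.65 CPM in the same order (log2 fold change 0.14, standard error 0.38, adjusted p = 0.87), and gpmA (Bphy_0266) 46.28 ± 16.47 and 51.67 ± 19.52 CPM (log2 fold change -0.16, standard error 0.45, adjusted p = 0.88). All 3 lie on chromosome 1, and for each the nodule and culture values overlapped. The largest shift was that of Bphy_0456 against nitrogen-limited cultures, to 0.71. The paper proposes from the unchanged expression that a different set of genes may be upregulated in Mimosa, for which no samples are in the files analysed here.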

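By p-value, the isocitrate lyase gene (Bphy_1368) ranked 509 of the 7322 genes tested with all 3 replicates, just outside the first 500. Its unique reads ranged from 573 to 5384 in nodules and from 658 to 2896 in nitrogen-replete cultures. Its adjusted p was 0.021 in edgeR's quasi-likelihood test, 0.063 with the replicate block and 3.7e-05 in DESeq2's Wald test. In the replicate 1 and 2 samples alone, a setting chosen after seeing the data, the log2 fold change was 3.07 (adjusted p = 0.0073). Without nodule replicate 2, which moved it most, the log2 fold change was 2.1 in place of 2.66. The paper proposes from this gene that the glyoxylate shunt is active in the bacteroids.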

Interestingly, and in contrast to the situation in α-rhizobia [84,85], a gene coding for an isocitrate lyase (Bphy_1368) was found inside the top 500 regulated genes in *P. phymatum* bacteroids, suggesting that the glyoxylate shunt pathway is active during β-rhizobial symbiosis. In previous studies on *Bradyrhizobium* sp. ORS278, the *ccbL1* gene, which codes for a ribulose 1,5 bis-phosphate carboxylase oxygenase (RuBisCO) needed for carbon fixation, was proven to have a critical role in symbiotic nitrogen fixation [86]. We noticed here that the *P. phymatum* gene coding for ribulose-1,5-bisphosphate carboxylase/oxygenase (RuBisCO; Bphy_6497, 77% amino acid identity to *ccbL1* or BRADO1659 of *Bradyrhizobium* sp. ORS278) was also upregulated inside root nodules, suggesting a possible role of this enzyme also in β-rhizobial symbiosis. 

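The RuBisCO gene (Bphy_6497, listed as rbcL), on plasmid 1 from 1077538 to 1079043, had 66.9 ± 36.97 CPM (SD, n = 3) in nodules and 32.27 ± 45.28 CPM (SD, n = 3) in nitrogen-replete cultures. Its reads ranged from 0 to 1022 in the cultures and from 168 to 289 in nodules, so the groups overlapped and the difference was smaller than the spread between cultures (log2 fold change 1.04, standard error 1.32, adjusted p = 0.7 from edgeR's quasi-likelihood test). Without nitrogen-replete replicate 3, the culture with the most reads, the log2 fold change was 3.32. The paper takes the higher expression as a sign of a possible role in symbiosis.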

The mutation of two *P. phymatum* regulatory genes known to play a key role for α-rhizobial symbiosis [38]—the alternative sigma factor RpoN and its activator NifA—showed that both regulators are also important for the regulation of nitrogenase activity (Figure 5C). Nodules infected by a *nifA* mutant strain were impaired in nitrogen fixation, even 28 dpi [87]. An increased number of nodules in grape-like structures were produced in plants infected with the *P. phymatum nifA* mutant strain. A similar phenotype was observed in the nodules of another legume, soybean, that were induced by a *Bradyrhizobium diazoefficiens nifA* mutant [88]. Using a metabolomics approach on *Bradyrhizobium diazoefficiens* nodules, we previously speculated that such a phenotype could be due to a defense reaction of the legume evoked by the *nifA* mutant, involving an increased production of phytoalexins [89]. Since NifA is an activator protein of the alternative sigma factor σ^54^ (RpoN), we constructed an *rpoN* mutant, which indeed did not show any nitrogenase activity. 

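Normalized over all 9 samples, rpoN (Bphy_0326) had 852.1 ± 83.47 CPM in nitrogen-replete cultures, 636.5 ± 27.7 CPM in nitrogen-limited cultures and 888.5 ± 61.26 CPM in nodules (SD, n = 3 each). It was above at least 96.7% of the genes in every nodule sample, and above at least 96.8% in the nitrogen-limited and 97.5% in the nitrogen-replete cultures. Neither the change under nitrogen limitation (-0.38, adjusted p = 0.73) nor that in nodules (0.08, adjusted p = 0.92) passed the correction in edgeR's quasi-likelihood test. From its high expression in all conditions the paper proposes a role for RpoN in free-living cells as well. It adds that its rpoN mutant was affected in the use of nitrogen sources and in EPS production. By qRT-PCR the paper found higher rpoN expression both under nitrogen limitation and in bacteroids. The mutant and the qRT-PCR were not analysed here.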

In addition, the *rpoN* gene was found highly expressed in all conditions tested, i.e., nitrogen-replete and -limited conditions and during symbiosis, suggesting that RpoN may play an important role not only in symbiosis but also in free-living conditions. In fact, the utilization of nitrogen sources as well as the EPS production were affected in this strain. In a closely related *Burkholderia* strain belonging to the pathogenic clade, RpoN was shown to play a role in free-living conditions and also in vivo, where a mutant showed reduced virulence in the *Caenorhabditis elegans* infection model [59]. 

In summary, this first analysis of bacterial gene expression in symbiotic bean root nodules induced by a β-rhizobial strain revealed new insights into this recently discovered symbiosis. It provides a rich basis for a further dissection of the molecular mechanisms underlying this symbiotic association and for the elucidation of the mechanistic differences between β-rhizobial and the much better characterized α-rhizobial symbioses.

## Figures and Tables

**Figure 1:**
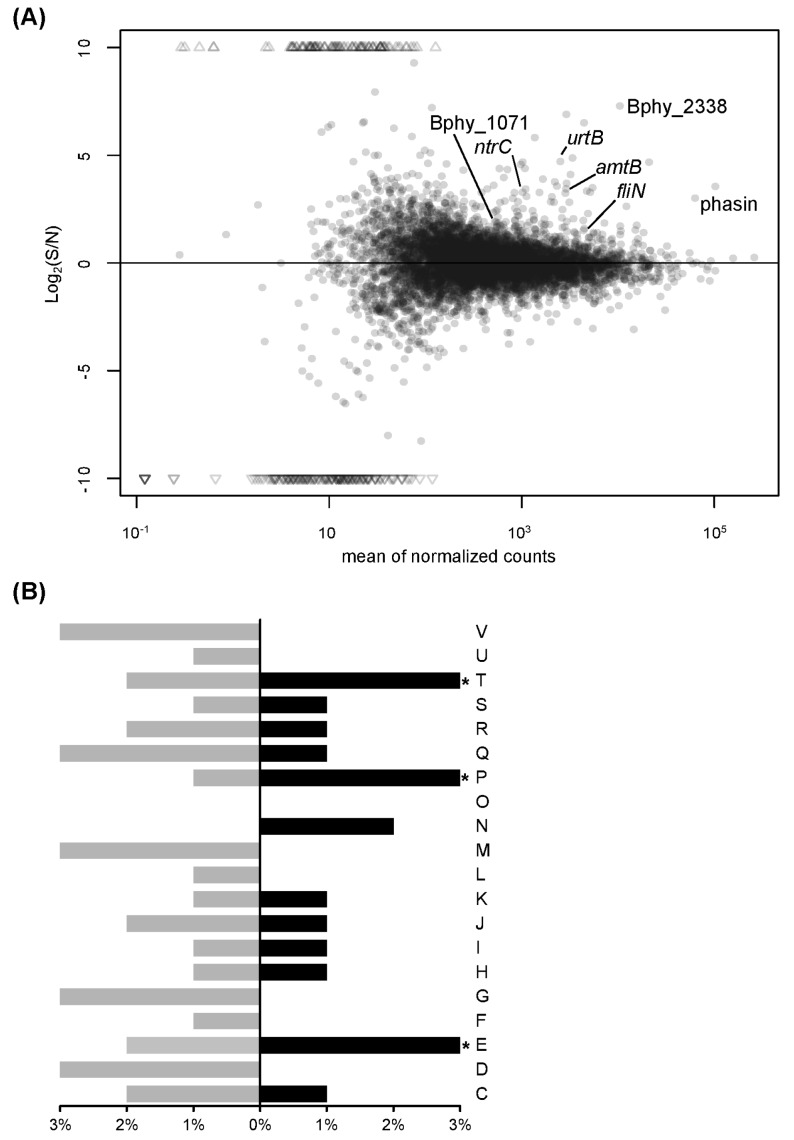
Analysis of the *Paraburkholderia phymatum* transcriptome in response to nitrogen limitation. The MA plot (M log ratios; A averages of normalized counts) displays the logarithm (base 2) of the fold changes in transcripts expression of cells grown under nitrogen-limited (S) versus nitrogen-replete (N) conditions, and the mean of the normalized reads (**A**). Functional categories of the top 200 differentially expressed genes (genes induced in nitrogen starvation are in black, those repressed in grey) according to the eggNOG annotation (**B**). The asterisks (*) indicate statistical significance for over-represented genes in a particular category (*p*-value < 0.01). C, energy production and conversion; E, amino acid transport and metabolism; F, nucleotide transport and metabolism; G, carbohydrate transport and metabolism; H, coenzyme transport and metabolism; I, lipid transport and metabolism; J, translation, ribosomal structure, and biogenesis; K, transcription; L, replication, recombination, and repair; M, cell wall, membrane, and envelope biogenesis; N, cell motility; O, post-translational modification, protein turnover, and chaperon; P, inorganic ion transport and metabolism; Q, secondary metabolites biosynthesis, transport, and catabolism; R, general function prediction only; S, function unknown; T, signal transduction mechanisms; U, intracellular trafficking, secretion, and vesicular transport; V, defense mechanisms.

**Figure 2:**
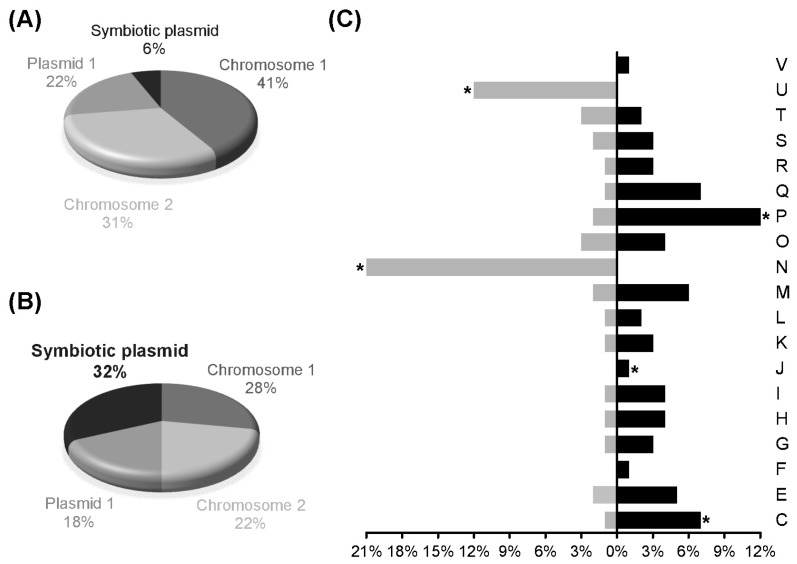
Analysis of the transcripts differentially expressed during symbiosis of *P. phymatum* with *P. vulgaris.* Percentages of the gene distribution among the two chromosomes and two plasmids of the *P. phymatum* genome (**A**), and percentages of the 322 genes significantly induced during symbiosis with respect to their encoding chromosomes or plasmids (**B**). Functional categories of the 500 differentially expressed genes (genes induced in bacteroids shown in black, genes repressed shown in grey) according to the eggNOG annotation (**C**). The 322 genes used for the calculation of the percentages distribution in (B) were obtained from the analysis performed with the R package DESeq (*p*-value ≤ 0.01, log_2_(FC) ≥ 1.6). Asterisks (*) indicate statistical significance for over-represented genes in a particular category (*p*-value < 0.01).

**Figure 3:**
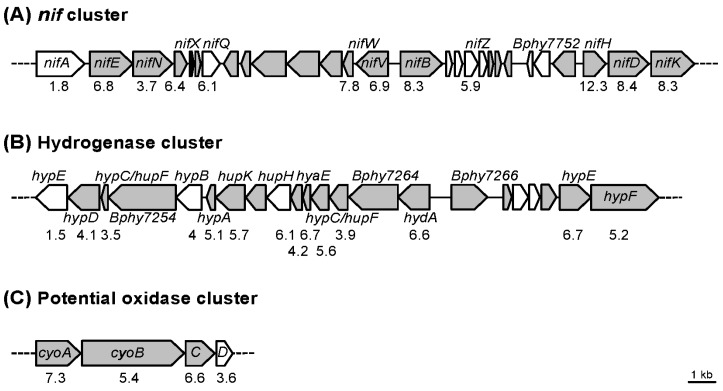
Selected *P. phymatum* gene clusters showing statistically significant upregulation under symbiotic compared to free-living conditions. The following gene clusters are represented: nitrogen fixation (*nif*) (**A**), hydrogenase (**B**), and a potential cytochrome o ubiquinol oxidase cluster (**C**). Gene names are indicated in italic, and the logarithm (base 2) of the fold changes is shown underneath. Genes listed within the top 500 regulated genes (Table S3) are colored in grey.

**Figure 4:**
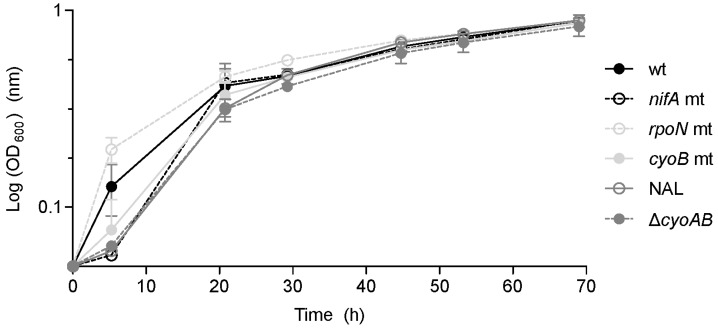
Growth of *P. phymatum* wild-type (wt), nalidixic acid-resistant wild-type (NAL), and mutant (mt) strains (*nifA*, *rpoN*, *cyoB*, and Δ*cyoAB*) under microoxic conditions (see Section 2.1). Whiskers indicate standard deviation (SD), *n* ≥ 2. OD_600_, Optical density at λ = 600 nm.

**Figure 5:**
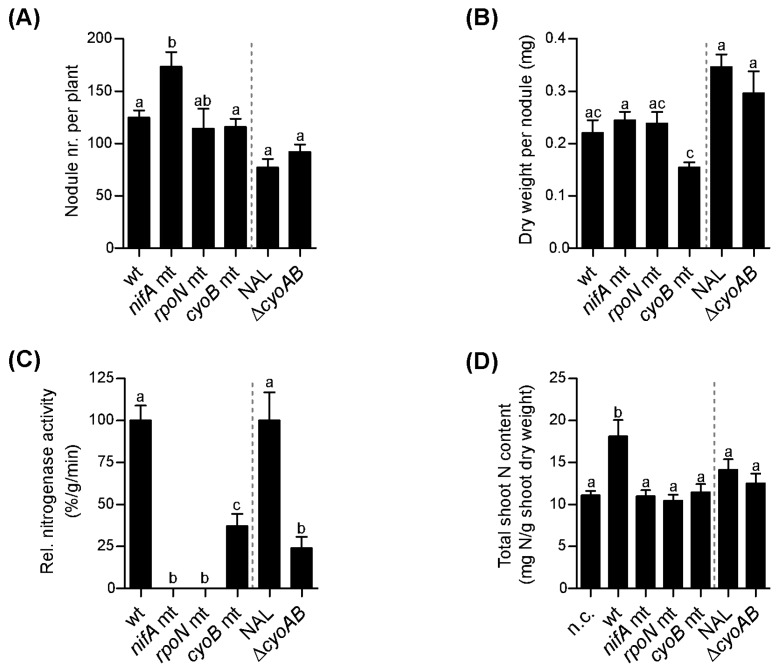
Comparison of the symbiotic properties of *P. vulgaris* (bean) plants inoculated with different *P. phymatum* wild-type and mutant strains: wild-type (wt) and the respective *nifA*, *rpoN*, *cyoB* mutants, as well as a nalidixic acid-resistant wild-type strain (NAL) and the respective Δ*cyoAB* mutant. Number of nodules per plant (**A**), dry weight per nodule (**B**), relative nitrogenase activity (**C**), and nitrogen content (**D**) were quantified 21 dpi. Here, the combined results of at least two independent experiments are shown. Error bars indicate the standard error of the mean (SEM). For each histogram, values with the same letter are not significantly different (as assessed with ANOVA, Tukey’s test with *p*-value ≤ 0.05). Histograms after the grey dashed line were analyzed by an unpaired student *t*-test (*p*-value ≤ 0.05); the values with the same letter are not statistically significant.

**Figure 6:**
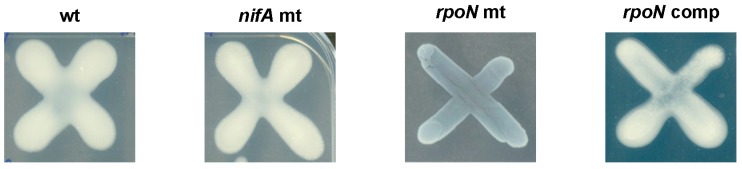
Exopolysaccharide (EPS) production of the *nifA* mutant, the *rpoN* mutant, and the complemented strains tested on plates supplemented with 0.06% of yeast extract. Plates were incubated for four days. At least three independent replicates were performed per strain.

**Table 1:** Quantitative reverse transcription PCR (qRT-PCR) and RNA-sequencing (RNA-seq) analysis of genes with induced expression under nitrogen-starved conditions.

Locus ID ^1^	Description ^1^	Gene Name	FC (S vs. N) ^2^	FC (S vs. N) ^3^
Bphy_0257	Ammonium transporter	*amtB*	19.7 ± 4.6	10.9
Bphy_0326	RNA polymerase factor σ^54^	*rpoN*	1.4 ± 0.1	0.7
Bphy_1479	Nitrogen metabolism transcriptional regulator	*ntrC*	8.8 ± 1.2	9.7
Bphy_1481	Glutamine synthetase, type I	*glnA*	4.0 ± 0.8	1.9

^1^ Locus identifier and description is given according to the GenBank files (NC_010622.1, NC_010623.1, NC_010625.1, NC_010627.1); ^2^ fold change (FC) in qRT-PCR expression by comparing the wild-type strain grown under nitrogen-limited (S) and nitrogen-replete conditions (N); ^3^ fold change (FC) determined by DESeq analysis comparing the transcriptome profile of cells grown under nitrogen-limited (S) and nitrogen-replete conditions (N).

**Table 2:** qRT-PCR and RNA-seq analysis of genes with induced expression during symbiosis and microoxic conditions.

Locus ID ^1^	Description ^1^	Gene Name	FC (Bacteroids vs. Free-Living) ^2^	FC (MO vs. O) ^3^
Bphy_0326	RNA polymerase factor σ^54^	*rpoN*	2.1 ± 0.5	1.6
Bphy_1479	Nitrogen metabolism transcriptional regulator	*ntrC*	6.6 ± 1.6	0.9
Bphy_3648	Cytochrome o ubiquinol oxidase, subunit I	*cyoB*	201.8 ± 44.0	68.3
Bphy_7728	Transcriptional regulator	*nifA*	19.1 ± 2.4	4.2
Bphy_7753	Nitrogenase reductase	*nifH*	898.4 ± 174.2	567.0

^1^ Locus identifier and description is given according to the GenBank files (NC_010622.1, NC_010623.1, NC_010625.1, NC_010627.1); ^2^ fold change (FC) in qRT-PCR expression for the wild-type strain grown in symbiotic conditions (bacteroids) compared to free-living conditions; ^3^ fold change (FC) determined by DESeq analysis comparing the transcriptome profile of cells grown in microoxic conditions (MO) with that of cells grown under oxic conditions (O).

**Table 3:** List of 68 genes showing increased expression in bacteroids compared to free-living conditions and belonging to an over-represented eggNOG category (Fischer test *p*-value < 0.01).

Locus ID ^1^	Description ^1^	Gene Name	Log_2_FC (Bacteroids vs. Free-Living) ^2^
*Energy production and conversion*			
Bphy_1368	isocitrate lyase		3.1
Bphy_1649	alkanesulfonate monooxygenase		6.0
Bphy_1848	2-oxoacid dehydrogenase subunit E1		2.9
Bphy_2272	FAD linked oxidase domain-containing protein		2.9
Bphy_3647	cytochrome o ubiquinol oxidase, subunit III	*cyoC*	6.6
Bphy_3648	cytochrome o ubiquinol oxidase, subunit I	*cyoB*	5.4
Bphy_3649	ubiquinol oxidase, subunit II	*cyoA*	7.3
Bphy_3685	phosphate acetyltransferase		2.0
Bphy_4116	rubrerythrin		1.9
Bphy_4949	aldehyde dehydrogenase		2.6
Bphy_5235	alkanesulfonate monooxygenase		6.2
Bphy_5817	putative flavodoxin		3.6
Bphy_6055	hypothetical protein		INF
Bphy_6505	formylmethanofuran dehydrogenase subunit A		1.9
Bphy_6506	formylmethanofuran-tetrahydromethanopterin formyltransferase		3.9
Bphy_6671	2Fe-2S iron-sulfur cluster binding domain-containing protein		INF
Bphy_6672	carbon-monoxide dehydrogenase (acceptor)		3.7
Bphy_6673	aldehyde oxidase and xanthine dehydrogenase molybdopterin binding		4.5
Bphy_7231	cytochrome ce class I		2.8
Bphy_7232	xenobiotic (desulfurization)monooxygenase subunit A		5.3
Bphy_7262	hydrogenase expression/formation protein		5.6
Bphy_7263	Ni/Fe-hydrogenase, b-type cytochrome subunit		3.9
Bphy_7264	nickel-dependent hydrogenase large subunit		6.4
Bphy_7265	hydrogenase (NiFe) small subunit	*hydA*	6.6
Bphy_7406	aldehyde dehydrogenase		7.3
Bphy_7729	nitrogenase MoFe cofactor biosynthesis protein	*nifE*	6.8
Bphy_7730	nitrogenase molybdenum-cofactor biosynthesis protein	*nifN*	3.7
Bphy_7733	ferredoxin III, *nif*-specific		6.3
Bphy_7737	electron-transferring-flavoprotein dehydrogenase	*fixC*	6.8
Bphy_7738	electron transfer flavoprotein α/β-subunit	*fixB*	7.1
Bphy_7739	electron transfer flavoprotein α/β-subunit	*fixA*	7.8
Bphy_7754	nitrogenase molybdenum-iron protein α chain	*nifD*	8.4
Bphy_7755	nitrogenase molybdenum-iron protein β chain	*nifK*	8.3
Bphy_7804	electron transfer flavoprotein α/β-subunit		3.9
*Inorganic ion transport and metabolism*			
Bphy_0882	phosphate ABC transporter, periplasmic protein		4.3
Bphy_0883	phosphate transporter permease subunit	*pstC*	2.5
Bphy_0885	phosphate transporter ATP-binding protein		2.6
Bphy_1627	sulfate ABC transporter inner membrane subunit	*cysW*	2.2
Bphy_1629	sulfate ABC transporter, periplasmic protein		5.2
Bphy_1647	ABC transporter-like protein		5.9
Bphy_1648	binding-protein-dependent transport systems		3.3
Bphy_2231	sulfate adenylyltransferase large subunit		2.3
Bphy_2521	catalase		4.9
Bphy_3120	phosphate ABC transporter, periplasmic protein		4.2
Bphy_3602	ABC transporter related		4.0
Bphy_3603	nitrate/sulfonate/bicarbonate ABC transporter, periplasmic protein		2.6
Bphy_3854	phosphate transporter		2.7
Bphy_4233	Rieske (2Fe-2S) domain-containing protein		2.9
Bphy_4622	phosphonate ABC transporter binding protein		6.7
Bphy_5040	lipoprotein		7.8
Bphy_5065	2-aminoethylphosphonate ABC transporter, 2-aminoethylphosphonate binding protein		2.0
Bphy_5226	aliphatic sulfonate ABC transporter, periplasmic protein		4.0
Bphy_5227	substrate-binding region of ABC-type glycine betaine transport system		9.0
Bphy_5229	aliphatic sulfonate ABC transporter, periplasmic protein		5.8
Bphy_5232	rhodanese domain-containing protein		5.6
Bphy_6080	taurine ABC transporter, periplasmic binding protein		7.5
Bphy_6081	ABC transporter related		4.2
Bphy_6550	metallophosphoesterase		3.5
Bphy_7233	ABC transporter related		3.7
Bphy_7234	binding-protein-dependent transport systems		4.6
Bphy_7235	binding-protein-dependent transport systems		4.8
Bphy_7236	ABC sulfate ester transporter, periplasmic protein		4.3
Bphy_7645	binding-protein-dependent transport systems		3.2
Bphy_7646	binding-protein-dependent transport systems		4.4
Bphy_7647	ABC transporter related		4.9
Bphy_7753	nitrogenase reductase	*nifH*	12.3
Bphy_7808	nitrogenase reductase	*nifH*	INF
*Translation, ribosomal structure and biogenesis*			
Bphy_2864	GCN5-like *N*-acetyltransferase		4.2

^1^ Locus identifier and description is given according to the GenBank files (NC_010622.1, NC_010623.1, NC_010625.1, NC_010627.1); ^2^ logarithm (base 2) of the fold change (FC) in expression for the wild-type strain grown in symbiotic conditions (bacteroids) compared with free-living conditions: INF, not computable because the read number for the wild type grown under free-living conditions was 0; FAD, Flavin Adenine Dinucleotide; ABC, ATP-Binding Cassette; ATP, Adenosine TriPhospate.

**Table 4:** Utilization of various nitrogen sources by *P. phymatum* wild type, *nifA*, *rpoN* mutant, and *rpoN* complemented strains ^1^.

Nitrogen Source (s)		Utilization of Nitrogen		
	wt	*nifA* mt	*rpoN* mt	*rpoN* complemented
30 mM NH_4_Cl	+	+	+	+
0.5 mM NH_4_Cl	+	+	+	±
30 mM NO_3_^−^	+	+	-	+
15 mM CH_4_N_2_O	+	+	-	+

^1^ Growth was assessed with at least two independent replicates by measuring the optical density at 600 nm after incubation in ABC minimal medium supplemented with several nitrogen sources for 30 h at 30 °C and 220 rpm. The “+” sign corresponds to OD_600_ ≥ 0.6 for ammonium, ≥ 0.3 for nitrate, and ≥ 0.6 for urea; the “±” sign corresponds to OD_600_ ≥ 0.4 for ammonium.

## Supplementary Materials

The following are available online at www.mdpi.com/2073-4425/8/12/389/s1. Figure S1: *P. phymatum* nodulation (*nod*) gene cluster. Gene names are indicated in italic, whereas the logarithm (base 2) of the fold changes in transcript expression of the genes under nitrogen-limiting conditions are shown underneath. The upregulated genes (log_2_FC ≥ 0.5) are colored in grey, Table S1: bacterial strains, plasmids, and oligonucleotides used in this study; Table S2: list of the top 200 differentially regulated genes in nitrogen-starved (S) versus nitrogen-repleted (N) conditions (DESeq analysis; *p*-value ≤ 0.02, absolute log_2_[FC] ≥ 0.87); Table S3: list of the top 500 differentially regulated genes in bacteroids compared to free-living conditions (DESeq analysis; *p*-value ≤ 0.01 and absolute log_2_(Fold change) ≥ 1.6); Table S4: list of all *P. phymatum* genes with the logarithm (base 2) of the fold changes in expression, and the *p*-values in nitrogen-starved (S) versus -replete (N) conditions, as well as during symbiosis versus free-living conditions, as calculated by DESeq analysis.

# Supplementary material for: Transcriptome Analysis of Paraburkholderia phymatum under Nitrogen Starvation and during Symbiosis with Phaseolus Vulgaris
**Source:** Genes (Basel). 2017 Dec 15;8(12):389. doi: 10.3390/genes8120389
**Supplement:** Supplementary file 1

# **Table S1:** Bacterial strains, plasmids and oligonucleotides used in this study.

^1^restriction sites are underlined.

**References**

1. Herrero, M.; de Lorenzo, V.; Timmis, K. N. Transposon vectors containing non-antibiotic resistance selection markers for cloning and stable chromosomal insertion of foreign genes in gram-negative bacteria. *J Bacteriol* **1990**, *172*, 6557–6567.

2. Moulin, L.; Munive, A.; Dreyfus, B.; Boivin-Masson, C. Nodulation of legumes by members of the beta-subclass of Proteobacteria. *Nature* **2001**, *411*, 948–950, doi:10.1038/35082070.

3. Phadnis, S. H.; Berg, D. E. Identification of base pairs in the outside end of insertion sequence IS50 that are needed for IS50 and Tn5 transposition. *Proc Natl Acad Sci U S A* **1987**, *84*, 9118–9122.

4. Shastri, S.; Spiewak, H. L.; Sofoluwe, A.; Eidsvaag, V. A.; Asghar, A. H.; Pereira, T.; Bull, E. H.; Butt, A. T.; Thomas, M. S. An efficient system for the generation of marked genetic mutants in members of the genus *Burkholderia*. *Plasmid* **2017**, *89*, 49–56, doi:10.1016/j.plasmid.2016.11.002.

5. Kovach, M. E.; Elzer, P. H.; Steven Hill, D.; Robertson, G. T.; Farris, M. a.; Roop, R. M.; Peterson, K. M. Four new derivatives of the broad-host-range cloning vector pBBR1MCS, carrying different antibiotic-resistance cassettes. *Gene* **1995**, *166*, 175–176, doi:10.1016/0378-1119(95)00584-1.

How the deposited data were processed for this re-analysis (not part of the article)

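RNA from 3 nitrogen-limited cultures, 3 nitrogen-replete cultures and 3 samples of bean root nodules was sequenced by the authors, who mapped the reads to the P. phymatum genome with the CLC Genomics Workbench. For each sample the authors deposited, without normalization, the number of unique gene reads, which are counts of reads that map to one place, and the total gene reads, which also count reads that map to several places. They also deposited RPKM values, which the authors computed from the total gene reads, the gene length and the sample's total. The RPKM values were checked against the counts and not used further. The samples were assigned to conditions from their labels and the paper.

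Differential expression was tested on the unique gene reads with edgeR 4.0.16 in R 4.3.3. Each comparison used only its 6 samples, TMM normalization, edgeR's filter on low counts, the quasi-likelihood test, and Benjamini-Hochberg adjustment with a threshold of 0.05. The nodules were compared with the nitrogen-replete cultures, which also served as the baseline for nitrogen limitation, and in a further comparison with the nitrogen-limited cultures. The standard error of a log2 fold change was taken as its size over the square root of the test's F value. Gene sets were tested with the rotation test fry of limma 3.58.1, adjusted across the sets of a comparison. Shares of genes were compared with Fisher's exact test. Tables were joined in Python 3.11.15.

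The unique gene reads lay between 3477057 and 5285042 per nodule sample and between 4206804 and 24248585 per culture. With 3 samples per condition, the median standard error of a log2 fold change was 0.48 under nitrogen limitation and 0.53 in nodules.

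The genes named in the text were chosen by a rule written before the files arrived. They are the genes the paper names by locus tag and, for each comparison, the 5 genes with the smallest p-values among those in which all samples of one group lay above all samples of the other. The files list 360 genes by a symbol in place of a locus tag, and the locus tags of 357 of them were inferred from their neighbours. All 24 of these that Tables S2 and S3 also list had the same locus tag there. Some gene sets departed from the plan because the files hold no product descriptions. The flagellar set was taken as the 20 genes listed by a symbol starting with fli, flg or flh, which leaves out fliO, and the nodulation set as the 2 genes so described in the paper's tables. One of these, nodI, is in Table S2 and was in this sense selected by its result.

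The alternatives tried were other size factors, DESeq2 1.42.0, a re-implementation of the original DESeq test, weaker and stricter filters, all 9 samples in one fit, the replicate number as a block, each sample left out in turn, subsets of samples by file year, total gene reads, no rRNA and tRNA genes, other baselines for the nodules, other thresholds, and the camera gene-set test. The original DESeq package was not available.

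The code was tested on simulated data with 200 changed genes among 7322, built from the nitrogen-replete and nodule samples only. With dispersions taken from the files (median 0.233), edgeR recovered 95 of them and 9.5% of the genes it called were false, DESeq2 recovered 145 with 23.3% false, and the re-implemented DESeq test recovered 45 with 2.2% false. Further runs were added after this first one. With a dispersion of 0.05, edgeR recovered 200 with 4.8% false, and with lower dispersions (median 0.117) 161 with 8% false. In 5 more draws at the files' dispersions edgeR recovered 88 to 103 genes with 6.4% to 9.7% false, and DESeq2 140 to 149 with 14% to 24.3% false. At the files' dispersions the share of false genes was thus above the nominal threshold for edgeR and more so for DESeq2, and below it for the re-implemented DESeq test, and all 3 missed true changes.

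The eggNOG categories, the microoxic cultures, the qRT-PCR and the mutants were not analysed here. No genome sequence was used here, so GC content was not examined.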

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

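The nodules were also compared with the nitrogen-limited cultures, a comparison the paper does not report. In edgeR's quasi-likelihood test on these 6 samples, 762 genes had an adjusted p-value under 0.05, 490 with higher and 272 with lower expression in nodules. It was flagged because it is a signal in a comparison outside those the paper made. Of these genes, 559 also changed against the nitrogen-replete cultures, all in the same direction, and 203 changed only against the nitrogen-limited cultures. Both comparisons use the same nodule samples, so the log2 fold changes are linked by design, and whether a gene's change differs between the baselines was not tested gene by gene.

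Only the real split, 1 of the 10 splits of the 6 samples into 3 and 3, gave as many genes. Every other split gave 0. With 10 splits the share cannot go below 0.1 whatever the counts, so this test cannot decide on a random grouping. The nodule RNA had an extra phenol extraction and plant rRNA removal, so a biological difference cannot be told apart from that treatment. Library size, dominant genes, file year and gene length were tested only for the comparison with nitrogen-replete cultures, and not for this one.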

How the results depend on the processing

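Of 25 headline results, 8 kept their result under every alternative, counts and shares within 1.5 times. These are the number of nif cluster genes changed under nitrogen limitation and in nodules, the number upregulated in each of the 2 ranked lists taken separately, the genes shared with Tables S2 and S3, the symbiotic plasmid share and the set test of the type IV secretion genes. Of the 480 alternative values of headline results, 405 stayed the same, 68 counts moved beyond 1.5 times, 3 tests became weaker, 2 stronger and 2 reversed. Of 60 named-gene results, 19 were unchanged, and of their 1113 alternative values 941 stayed the same, 118 became weaker, 31 stronger and 23 reversed. The original DESeq test gave no finite log2 fold change where a group had no reads. The alternatives were set before the files arrived, except the original DESeq test on the replicate 1 and 2 samples, and those samples alone for the nodules, which were chosen after seeing the data.

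The main fit gave 25 genes up and 14 down under nitrogen limitation, 1 gene of the EPS cluster up, 528 genes up and 261 down in nodules, and 762 genes changed between nodules and nitrogen-limited cultures. DESeq2 gave 128 genes up and 136 down under nitrogen limitation, 8 EPS genes, 485 genes down in nodules and 1214 between nodules and nitrogen-limited cultures. In the simulations, built from the nodule and nitrogen-replete samples, DESeq2 also called more false genes. Its larger numbers in nodules may partly reflect this, while the other comparisons were not simulated. The original DESeq test gave 32 genes down and 0 EPS genes under nitrogen limitation, 208 up and 85 down in nodules, 7 hydrogenase and 7 flagellar genes, and 377 between nodules and nitrogen-limited cultures. On the replicate 1 and 2 samples, chosen after seeing the data, it gave 39 up and 27 down, 0 EPS genes and 1 nodulation gene changed under nitrogen limitation, 278 up and 105 down in nodules, and 487 between nodules and nitrogen-limited cultures.

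At least 10 counts in every sample gave 45 genes up and 34 down under nitrogen limitation, and the reason for these larger numbers was not examined. This filter gave 7 type IV secretion genes, the others falling below it. All 9 samples in one fit, which takes the dispersion from the nodules as well, gave 14 up, 0 down and 0 EPS genes. The replicate block gave 55 up, 55 down and 4 EPS genes. The pairing is taken from the labels. Same-number samples had a mean r of 0.253, so the block could remove a variation they share. The -0.125 for others largely follows from taking deviations from group means, and adds no separate evidence. The replicate 1 and 2 cultures alone gave 3 up, 0 down and 0 EPS genes. An adjusted p under 0.01 gave 1 up, 0 down and 0 EPS genes under nitrogen limitation, 266 up and 87 down in nodules, and 349 between nodules and nitrogen-limited cultures.

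Across the 6 fits of each comparison that each left out one sample, genes up under nitrogen limitation ranged from 1 to 18, genes down from 0 to 8, EPS genes from 0 to 1, genes up in nodules from 273 to 608, genes down in nodules from 104 to 317 and genes between nodules and nitrogen-limited cultures from 399 to 774. The adjusted p of the nif set under nitrogen limitation ranged from 0.39 to 0.99 and its direction reversed in 2 of these fits (0.99 and 0.66), and that of the nodulation set ranged from 0.027 to 0.61. The camera test, which sets the correlation between genes to a fixed value, gave 4.8e-18 for the EPS set in place of 0.18. With nodule replicates 1 and 2 against nitrogen-replete replicate 2, the adjusted p was 0.15 for the nif set, 0.15 for the hydrogenase set and 0.064 for the flagellar set, with only 3 samples in the test.

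Against nitrogen-limited cultures as baseline, 4 genes were up in both ranked lists in place of 14, and with both kinds of culture together 3, with 414 genes down in nodules. These baselines include the nitrogen-limited expression itself. They reversed Bphy_2251 (-2.09 and -1.2) and Bphy_2252 (-2.65 and -1.7), and the first also Bphy_1467 (-0.07) and Bphy_1479 (-0.52).

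The other reversals were of 3 genes whose change was close to 0. Bphy_0456 (main -0.01) had 0.02 with RLE size factors, 0.02 with DESeq2, 0.02 with the original DESeq test, 0.09 in replicates 1 and 2 and 0.11 there with the original DESeq test, both chosen after seeing the data, 0.22 in the samples whose files share a year, 0.71 and 0.31 with the other baselines, and -0.23 to 0.15 with one sample left out. Bphy_0685 ranged from -0.09 to 0.28 with one sample left out. Bphy_0266 had 0.42 in the samples whose files share a year, 0.04 against nitrogen-limited cultures and -0.44 to 0.07 with one sample left out.

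Depth limits the nodule samples most, with a median of 71 to 124 unique reads per gene. It also limits the genes with few or no reads in the cultures. For some of these the log2 fold change in nodules had a standard error above 1 (nifH, Bphy_7753, 1.49). For others it did not (Bphy_4622, 0.84).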

Differences from the paper's values

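The paper gives 38 genes with increased expression in both Tables S2 and S3, and here 14 genes were upregulated in both ranked lists. None of the alternatives set before the files arrived brought the number here near 38, and neither did those chosen after seeing the values. The paper's Tables S2 and S3 share 38 genes in any direction, of which 12 are up in both, 20 down in both and 6 opposite. All 12 genes up in both tables had positive log2 fold changes in both fits here, 4 were in both ranked lists and 2 had an adjusted p-value under 0.05 in both fits. The signs were nearly fixed, as the tables come from the same samples. The ranked lists here share 34 genes in any direction. The counts of the same kind were thus 12 and 14 up in both, and 38 and 34 in any direction.

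For Bphy_0456 in nodules the paper's log2 fold change is 0.107354 and the value here was -0.01. Of the alternatives set before the files arrived, RLE size factors, DESeq2, the original DESeq test, leaving out nitrogen-replete replicate 1, leaving out nodule replicate 3, the samples whose files share a year and both kinds of culture as baseline gave values within the replicate SD of the paper's and of the same sign. The replicate 1 and 2 samples alone (0.09) and the original DESeq test on them (0.11) did so too, both chosen after seeing the values. The other filters, all 9 samples in one fit, the replicate block, the other samples left out, total gene reads, no rRNA and tRNA genes and the nitrogen-limited baseline did not.

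Among the genes of the paper's tables, 4 of 181 under nitrogen limitation and 13 of 483 in nodules differed by more than the replicate SD, with 0 and 4 of opposite sign. The replicate SD is the spread of a difference between single samples, so this limit is wide. The paper's tables also come from these same samples, so close values are of little weight.

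Some statements on genes and rankings also differ. The paper ranks Bphy_2338 just below the most upregulated gene under nitrogen limitation, and here it ranked 4 by log2 fold change. The paper lists Bphy_1368 among the regulated genes of its ranked list, and here it ranked 509 by p-value. The paper describes Bphy_1071 and Bphy_4407 as significantly higher under nitrogen limitation, and here their adjusted p-values were 0.16 and 0.084 in edgeR's quasi-likelihood test. The paper gives the RuBisCO gene Bphy_6497 and the urea transporter genes Bphy_2251 and Bphy_2252 as upregulated in nodules, and here the adjusted p-values were 0.7, 0.21 and 0.061. Under nitrogen limitation the paper lists Bphy_2251, Bphy_2254, Bphy_3974 and fliL (Bphy_2937) among the regulated genes, and here their adjusted p-values were 0.063, 0.22, 0.096 and 0.17. The same holds for Bphy_5660, Bphy_3976, Bphy_3977 and Bphy_3978, with 0.27, 0.61, 0.17 and 0.64. The paper states that the EPS cluster had increased expression, and here 1 of its 22 genes passed the correction, all 22 with positive log2 fold changes. The paper gives p-values with its lists and mentions no adjustment of them. The paper lists fliP (Bphy_2941) among the downregulated genes, and here its adjusted p was 0.44. The paper's text names Bphy_2962 as flgF, while its Table S3 lists Bphy_2962 as flhF and Bphy_2952 as flgF. The unique gene reads of nodule replicate 3 numbered 3477057, below the range the paper gives. That range is for unique reads on the genome and not on genes alone, so it is not the same quantity.

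Several of these differences depend on the test. In DESeq2's Wald test, under nitrogen limitation, the adjusted p-values were 0.032 for Bphy_1071, 0.00058 for Bphy_4407, 8.4e-08 for Bphy_2251, 0.018 for Bphy_2254, 0.0014 for Bphy_3977 and 0.01 for fliL (Bphy_2937), and in nodules 0.011 for Bphy_2252. In the simulations DESeq2 also called more false genes than edgeR, but nitrogen limitation was not simulated. The re-implemented original DESeq test put Bphy_2251, Bphy_3974, Bphy_3977 and Bphy_3978 under an adjusted p of 0.05 under nitrogen limitation. With the replicate block, Bphy_3974 passed (adjusted p = 0.047), fliL came to 0.05 without passing, and urtC (Bphy_2253), which passed in the main fit, did not (0.062). In none of these 3 fits did Bphy_5660 or Bphy_3976 pass under nitrogen limitation, or Bphy_6497, Bphy_2251 or fliP in nodules. For fliP leaving out nodule replicate 3, and for Bphy_2252 in nodules leaving out nitrogen-replete replicate 1 or nodule replicate 3, was enough to pass. The fold changes of Table S4 matched those of replicates 1 and 2 alone, as described below. In edgeR's test on these nodule and nitrogen-replete samples, chosen after seeing the data, fliP passed (log2 fold change -2.86, adjusted p = 0.014). Bphy_1368 had 3.07 there (adjusted p = 0.0073). Bphy_6497, Bphy_2251 and Bphy_2252 did not pass there (adjusted p of 0.28, 0.11 and 0.1).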

Other observations

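The log2 fold changes of Table S4 differed from those of all 3 replicates by a median of 0.15 under nitrogen limitation and 0.2 in nodules. After this was seen, 196 combinations of replicates and of unique or total reads were searched. With unique gene reads of replicates 1 and 2 of each group, the median absolute difference was 2.6e-07 over 1952 genes and 3.3e-07 over 1961 genes, and the next smallest were 0.0011 and 0.00051. The p-values of the tables had an r across genes (on the log scale; genes are not independent replicates) of 0.96 and 0.98 with the re-implemented DESeq test on these samples, against 0.88 and 0.82 with all replicates. The paper states 3 replicates per condition. The highest difference was 5e-06 in both comparisons with replicates 1 and 2, and 6.6 and 2.7 with all 3 replicates. For the genes compared, this argues against tables made from all 3 replicates and leaves replicates 1 and 2 as the likely source. The prediction and its limit of 0.001 were written only after the result was seen. No biological explanation applies.

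The predictions for the following tests were written before their results. For the 39 genes changed under nitrogen limitation and the 789 changed in nodules, 1 of the 10 splits of the 6 samples, the real one, gave as many genes. Every other split gave 0 genes in both comparisons. With 10 splits the share cannot go below 0.1 whatever the counts, so this test cannot decide on a random grouping for either number. For the nodules, thinning all samples to the smallest total gave 816 genes, and leaving out the 10 genes with the most nodule counts gave 777. Of the 500 genes with the smallest p-values, 100% had the same sign within the samples whose files share a year. These samples are part of the main fit and so not independent of it. In 786 of the 789 changed genes all nodule samples lay on one side of all cultures. The sign within a subset was thus nearly fixed by the choice of genes, so this test cannot decide on file year. Gene length had a Spearman rho of 0.016 with the log2 fold change across genes. None of these 4 tests met the prediction for its technical explanation, but the one on file year could hardly have met it. GC content was not testable without the genome, reads shared between similar genes were examined without a prediction, by the total gene reads alone (522 genes up and 258 down in nodules, and nifH, Bphy_7753, at 9.09 in place of 11.83), and the extra RNA treatment of the nodules cannot be told apart from the condition, so the change in nodules cannot be called biological on these tests alone.

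The log2 fold changes under nitrogen limitation and in nodules had an r of 0.27 across 7294 genes, which are not independent replicates, with the shared nitrogen-replete baseline. With disjoint nitrogen-replete samples as the baselines, the mean r over 6 pairs was 0.05 (-0.01 to 0.09), a ratio of 0.2. Most of this correlation may come from the shared baseline samples, as predicted for that explanation. Disjoint baselines also hold fewer samples, which lowers r by itself.

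In a principal component analysis of the 500 most variable genes, the first component (55.3% of the variance) separated the nodules from the cultures and the second (15.9%) separated the replicate 3 samples of all conditions from the others.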
